# A mechanism linking perinatal 2,3,7,8 tetrachlorodibenzo-*p*-dioxin exposure to lower urinary tract dysfunction in adulthood

**DOI:** 10.1242/dmm.049068

**Published:** 2021-07-27

**Authors:** Anne E. Turco, Steven R. Oakes, Kimberly P. Keil Stietz, Cheryl L. Dunham, Diya B. Joseph, Thrishna S. Chathurvedula, Nicholas M. Girardi, Andrew J. Schneider, Joseph Gawdzik, Celeste M. Sheftel, Peiqing Wang, Zunyi Wang, Dale E. Bjorling, William A. Ricke, Weiping Tang, Laura L. Hernandez, Janet R. Keast, Adrian D. Bonev, Matthew D. Grimes, Douglas W. Strand, Nathan R. Tykocki, Robyn L. Tanguay, Richard E. Peterson, Chad M. Vezina

**Keywords:** Dioxin, Noradrenergic, Prostate, Smooth muscle, Artemin, Lower urinary tract dysfunction

## Abstract

Benign prostatic hyperplasia/lower urinary tract dysfunction (LUTD) affects nearly all men. Symptoms typically present in the fifth or sixth decade and progressively worsen over the remainder of life. Here, we identify a surprising origin of this disease that traces back to the intrauterine environment of the developing male, challenging paradigms about when this disease process begins. We delivered a single dose of a widespread environmental contaminant present in the serum of most Americans [2,3,7,8 tetrachlorodibenzo-*p*-dioxin (TCDD), 1 µg/kg], and representative of a broader class of environmental contaminants, to pregnant mice and observed an increase in the abundance of a neurotrophic factor, artemin, in the developing mouse prostate. Artemin is required for noradrenergic axon recruitment across multiple tissues, and TCDD rapidly increases prostatic noradrenergic axon density in the male fetus. The hyperinnervation persists into adulthood, when it is coupled to autonomic hyperactivity of prostatic smooth muscle and abnormal urinary function, including increased urinary frequency. We offer new evidence that prostate neuroanatomical development is malleable and that intrauterine chemical exposures can permanently reprogram prostate neuromuscular function to cause male LUTD in adulthood.

## Abstract (precis)

**Summary:** We describe a new mechanism of benign prostate disease, initiated by fetal chemical exposure, which durably increases prostatic noradrenergic axon density and causes smooth muscle hyperactivity and urinary voiding dysfunction.

## INTRODUCTION

Benign prostatic hyperplasia/lower urinary tract dysfunction (LUTD) is nearly universal in aging men. If untreated, LUTD can cause permanent bladder dysfunction, renal injury and even death (Lepor, 2005). LUTD is linked to excessive prostate/bladder neck smooth muscle tone, which causes outlet resistance and is the target of α-adrenergic receptor blockers, a first-line therapy for male LUTD. Aging-related processes such as benign prostatic enlargement have been the sole focus of male LUTD research for decades. Almost no attention has been directed to the first three decades of postnatal life or the intrauterine environment, where chemical exposures and other factors are known risk modifiers for a growing spectrum of aging-related diseases, including hypertension, diabetes, cancer and others (Potischman and Troisi, 1999; Langley-Evans, 2001; Simmons et al., 2001).

2,3,7,8 tetrachlorodibenzo-*p*-dioxin (TCDD) is a widespread contaminant (Gupta et al., 2006). It is the most potent agonist of the aryl hydrocarbon receptor (AHR), a ligand-induced transcription factor that mediates most of TCDD's biological actions (Okey et al., 1994). TCDD is used experimentally to model AHR activation by other common environmental contaminants, including polychlorinated dibenzofurans (PCDFs), polychlorinated dibenzodioxins (PCDDs), polychlorinated biphenyls (PCBs), polycyclic aromatic hydrocarbons (PAHs) and heteroaromatic amines (HAAs) (Powell and Ghotbaddini, 2014; Organtini et al., 2017). These chemicals are introduced into the environment through manufacturing and combustion processes, and human exposure occurs through dietary consumption of contaminated foods, such as red meat, dairy and fish, and other sources, such as air pollution (Powell and Ghotbaddini, 2014). Dioxin-like AHR agonists are ubiquitous in the serum of pregnant women, where they can pass through the placenta to expose the developing fetus (Wang et al., 2009; Woodruff et al., 2011). The average background body burden of TCDD equivalents in the general human population is 0.013 µg/kg (DeVito et al., 1995). Human populations with documented exposure have higher body burdens of TCDD equivalents, 0.096-7.0 µg/kg, and adverse health effects have been associated with them (DeVito et al., 1995). A body burden of TCDD equivalents of 2.13 µg/kg in pregnant women is associated with decreased birth weight (Sunahara et al., 1987; Lucier, 1991), decreased growth (Guo et al., 1994) and delayed developmental milestones (Rogan et al., 1988; Chen et al., 1992) in their offspring. The TCDD dose used in pregnant mice in the present study, 1.0 µg/kg, is in the same maternal dose range of TCDD equivalents that disrupts child health.

We offer new evidence that the LUTD disease process can be initiated far earlier than previously considered. Using bulk RNA sequencing (RNA-seq) of the fetal prostate, we discovered that TCDD exposure coinciding with the onset of prostate innervation (Turco et al., 2019) increases abundance of the neurotrophic/survival factor artemin (*Artn*), which was previously shown to be critical for noradrenergic axon development (Baloh et al., 1998; Honma et al., 2002). TCDD rapidly increases noradrenergic axon density in the fetal prostate. Whereas fetal changes in innervation are often resolved by axon pruning, TCDD-mediated prostate hyperinnervation is durable and continues into adulthood, when it is functionally coupled to prostate smooth muscle hyperactivity and LUTD. Our results draw new attention to the perinatal environment as a factor that shapes adult male voiding function and serves as a risk modifier for LUTD in advancing age.

## RESULTS

### Fetal TCDD exposure changes urinary voiding function in adulthood

The intrauterine environment has been linked to multiple aging-related diseases, and maternal chemical exposures during pregnancy are risk modifiers for these diseases. For example, AHR activation by TCDD or related chemicals in the fetus has been linked to increased risk for eczema (Ye et al., 2018), autoimmune diseases (Gogal and Holladay, 2008), neurodevelopmental disorders (Pham et al., 2019) and impairment of mammary gland differentiation (Vorderstrasse et al., 2004), as well as others. To test whether fetal TCDD exposure changes urinary function in adult male mice, a single dose of TCDD (1 µg/kg, oral maternal dose) was given at embryonic day (E)13.5 (resulting in continuous exposure beginning *in utero* and throughout lactation), and urinary function was evaluated by cystometry in anesthetized male mice on postnatal day (P)90-P98. TCDD exposure resulted in significantly reduced intervoid interval (Fig. 1), whereas peak voiding pressure was not significantly changed (Fig. S1A).

**Fig. 1.**
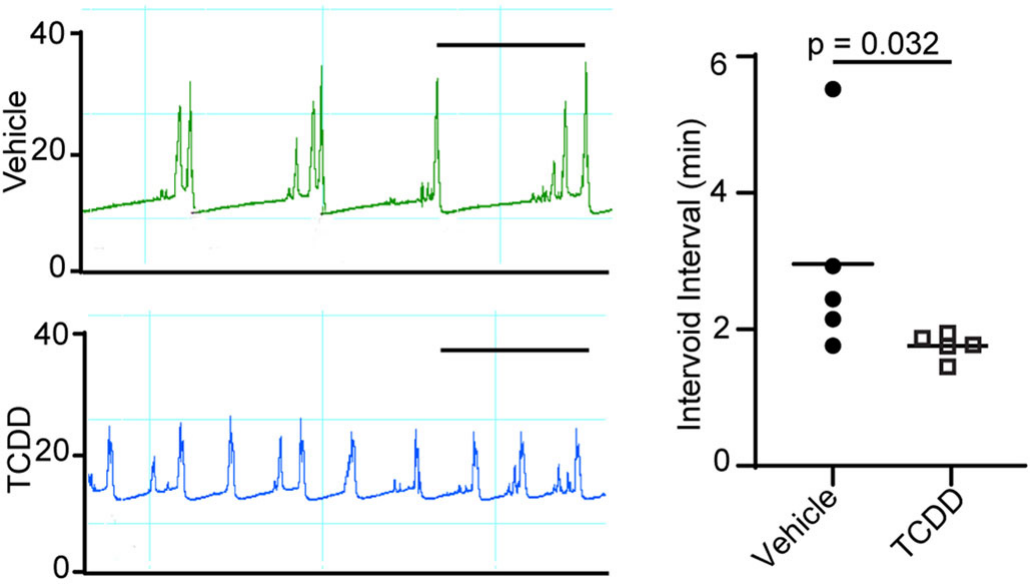
**A single dose of TCDD, delivered to male mice during development, changes urodynamic voiding behavior in adulthood.** C57BL/6J mouse fetuses were exposed to a single dose of TCDD [1 µg/kg maternal dose, orally (po)] or vehicle (5 ml/kg corn oil, po, control) on E13 and were evaluated by cystometry between P90 and P98. Mice were anesthetized, a cystostomy catheter was passed through the bladder dome, and saline was infused at a rate of 1.5 ml/h while continuously measuring bladder pressure in response to filling and emptying. The left panel shows representative pressure versus time traces (top, vehicle; bottom, TCDD), with each peak indicating bladder contraction during a voiding event. The *y*-axes indicate changes in intravesical pressure (mmHg). Three to five consecutive voids were used to quantify mean responses. *In utero* and lactational TCDD exposure decreases the intervoid interval. Results are from five mice per group, representing at least three independent litters. Scale bars: 2.5 min. The intervoid intervals are quantified in the right panel. Unpaired Student's *t*-test was used to identify differences between groups after a log transformation to normalize distribution. Results are from five mice per group, representing at least three independent litters.

### Fetal TCDD exposure increases the sensitivity of adult prostatic smooth muscle to electrically evoked contraction

TCDD exposure is associated with prostatic smooth muscle hypertrophy in adult mice and rhesus macaques (Arima et al., 2010; Ricke et al., 2016; Turco et al., 2020). Smooth muscle hyperactivity can drive hypertrophy; therefore, we tested whether TCDD exposure increases nerve-evoked prostate muscle contraction. We introduced a genetically encoded calcium sensor (GCamP) into prostate smooth muscle to quantify calcium transients. *Myh11^cre^/+*;*GCaMP5g/+* male mouse fetuses were exposed to TCDD or vehicle (control) on E13.5, as previously described, and euthanized at P90-P98. Excised lower urinary tracts (anterior lobes removed and dorsal prostate lobes attached to urethra) were transferred to a heated perfusion bath, and prostate preparations were stimulated with trains of 0.5 ms pulses at 60 V with 0.1 Hz (below the frequency leading to half-maximum response) (Lau et al., 1998) while continuously recording tissue fluorescence (Movies 1 and 2). Stimulated tissues increase in fluorescence and eventually return to baseline fluorescence*.* TCDD significantly decreases the rise time in field stimulation-induced calcium fluorescence, with TCDD-treated tissues reaching peak fluorescence (maximal contraction) more quickly than controls. Rise time is an index of muscle sensitivity; peak fluorescence does not change with treatment but the time to reach the maximal contraction is significantly less in TCDD-exposed animals. *In utero* and lactational TCDD exposure also increased the percentage of prostate ducts with detectable changes in ductal diameter in response to field stimulation (Fig. 2).

**Fig. 2.**
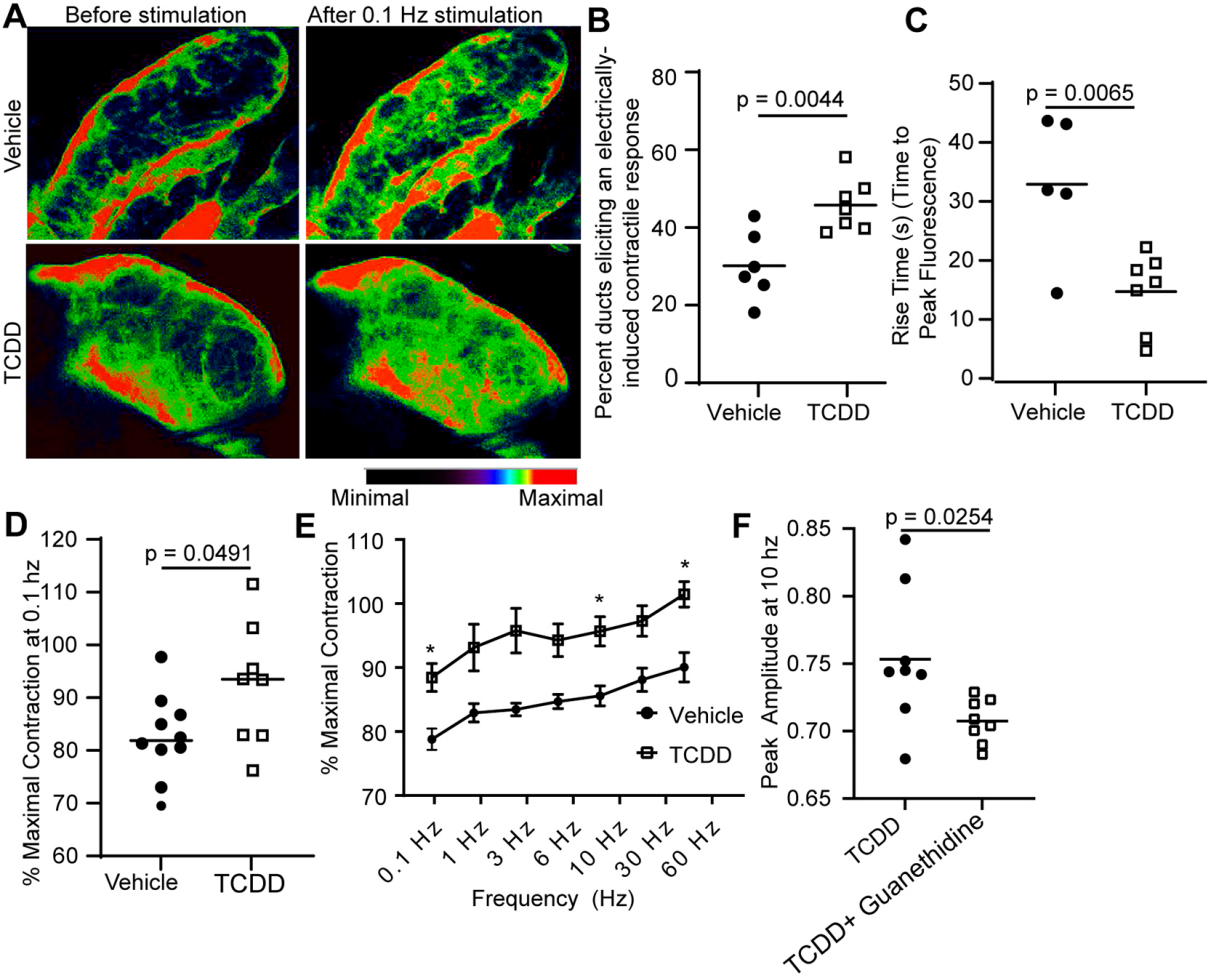
**A single dose of TCDD, delivered to male mice during the perinatal period, increases adult prostatic smooth muscle responsiveness to field stimulation.** E13 *Myh11^cre^/+*;*GCaMP5g/+* male mice were exposed to TCDD (1 µg/kg maternal dose, po) or vehicle (5 ml/kg, po, control). For A-D, prostates were collected between P90 and P98 and placed in a perfusion chamber with 37°C HEPES buffer. (A) Representative fluorescent images were captured at baseline and (contracted) 40 s after a 0.1 Hz stimulus*.* (B,C) *In utero* and lactational TCDD exposure of *Myh11*^cre^/+;GCaMP5g/+ mice increases the percentage of prostatic ducts that elicit a change in diameter (contraction) in response to a 0.1 Hz stimulus (B) and reduces the time needed to reach peak fluorescence (C). (D-F) In separate experiments, field stimulation was applied to tensioned adult dorsal prostate tissue incubated in 37°C Krebs buffer. (D) *In utero* and lactational TCDD exposure increases the maximum response to 0.1 Hz stimulation compared to vehicle-exposed dorsal prostate tissue. (E) *In utero* and lactational TCDD exposure increases the contractile response to 0.1, 10 and 60 Hz stimuli compared to control with a repeated measures two-way ANOVA (*P≤0.05). (F) Pretreatment with 10 µM guanethidine decreased the maximal response of TCDD-exposed tissues to field stimulation. The peak amplitude at 10 Hz is shown as an example indicating that axons are responsible for TCDD-induced sensitization. Results are from six to ten mice per group, representing at least three independent litters. Unpaired Student's *t*-test was used to identify differences between groups.

We complemented imaging experiments with isometric contractility assays to measure prostate smooth muscle tension in response to graded field stimuli. TCDD exposure significantly increased dorsal prostate tension in response to 0.1, 3, 10 and 60 Hz stimuli (Fig. 2E). We tested whether noradrenaline specifically mediates the TCDD-induced response in the dorsal prostate by blocking the release of catecholamines (including norepinephrine) from autonomic axons with the addition of sympatholytic guanethidine to the tissue bath (1.983 µg/ml) (Lau et al., 1998). Guanethidine pretreatment significantly attenuated TCDD-mediated enhancement of prostate field stimulation (Fig. 2F). The residual response is potentially due to a cholinergic-mediated contraction (White et al., 2010). The actions of TCDD also exhibited regional specificity for prostate and prostatic urethra, which are under noradrenergic control. The contractile response of the bladder, which is primarily mediated by cholinergic rather than noradrenergic mechanisms, was unchanged by TCDD exposure (Fig. S1B).

From these results, we surmised that TCDD could act through two mechanisms: it could directly enhance noradrenergic transmission, or it could increase the sensitivity of prostate smooth muscle adrenoreceptors to agonists. Dorsal prostate tension response to increasing concentrations of phenylephrine (0.0001-200 µM) is unchanged after TCDD exposure, ruling out a change in smooth muscle adrenergic sensitivity (Fig. S1C). Thus, we conclude that TCDD exposure enhances the magnitude and duration of adrenergic outflow within the prostate.

### A single dose of TCDD at E13.5 increases prostate noradrenergic axon density beginning in the fetal period and persisting into adulthood

Men with LUTD often present with autonomic imbalance characterized by decreased high-frequency heart rate variability; the mechanism for this imbalance is not known but could derive from an underlying difference in neuroanatomy (Choi et al., 2010). Recent studies demonstrate that prostate axon density is modifiable. For example, the prostate tumor microenvironment increases the density of parasympathetic cholinergic axons (Magnon et al., 2013). We next tested whether TCDD exposure influences prostate noradrenergic axon density. Mice were treated with TCDD or vehicle, as previously described, and adult (P90) prostate tissue sections were evaluated by immunostaining. Noradrenergic axons were labeled with antibodies against tyrosine hydroxylase (TH) and quantified in the 10 µm periductal region of prostate stromal tissue extending outward from cadherin 1 (CDH1)-stained prostate epithelium (Fig. 3A). We focused specifically on the periductal region, as it contains most of the prostate periductal smooth muscle (Turco et al., 2019). *In utero* and lactational TCDD significantly increased noradrenergic axon density in the dorsal prostate, suggesting that TCDD modifies axon patterning during organ development (Fig. 3A).

**Fig. 3.**
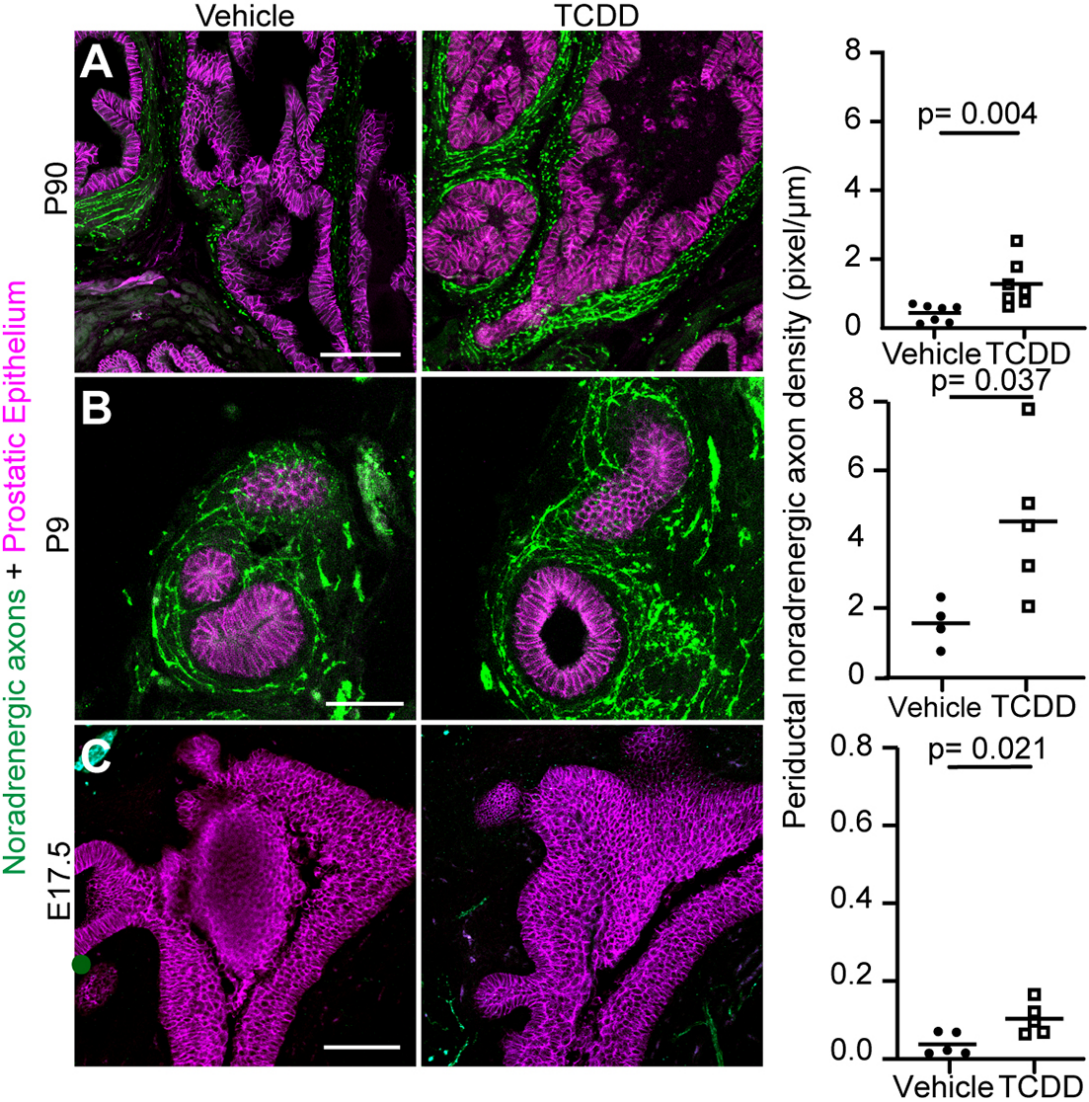
**A single perinatal dose of TCDD increases noradrenergic axon density in the prostatic periductal region beginning in the fetal period and persisting into adulthood.** (A-C) Male mice were exposed to TCDD (1 µg/kg, po) or vehicle (5 ml/kg, po, control) at E13.5, and noradrenergic axon density was assessed immunohistochemically in a dorsal prostate tissue sections (three non-serial sections per animal) at P90 (seven mice per group) (A), P9 (four to five mice per group) (B) and E17.5 (five mice per group) (C). Results are from at least three independent litters per group. An antibody against tyrosine hydroxylase (TH; green) was used to identify noradrenergic axons and an antibody against cadherin 1 (CDH1; magenta) was used to localize prostatic epithelium. TH^+^ axons were quantified in the area extending 10 µm from prostatic epithelium. Vehicle groups at P9-P90 differ in density due to different tissue structures in neonatal versus adult prostate. Scale bars: 50 µm for P50 and P9, 100 µm for E17.5. Unpaired Student's *t*-test was used to identify differences between groups, and *P*≤0.05 was considered significant. Results are from four to seven mice per group, representing at least three independent litters.

Noradrenergic axons are first evident in the mouse prostate at E13.5 (Turco et al., 2019), coinciding with the initiation of TCDD exposure. We next tested whether TCDD acts through a developmental mechanism to increase prostate noradrenergic axon density. To pinpoint the stage of life when TCDD first increases noradrenergic axon density, mice were treated at E13.5 with TCDD or vehicle, and axons were quantified at two time points: (1) P9, coinciding with active prostate ductal branching morphogenesis and when noradrenergic axons are most dense (Turco et al., 2019); and (2) E17.5, during prostate bud initiation (Lin et al., 2004). TCDD exposure significantly increased noradrenergic axon density at both P9 (Fig. 3B) and E17.5 (Fig. 3C). Thus, TCDD exposure beginning on E13.5 increases prostate noradrenergic axon density during the fetal and perinatal periods, and this change persists at least to adulthood.

TCDD actions on prostate axon density are not caused by changes in prostate size, as TCDD did not significantly change ventral, anterior, or dorsal prostate weights or body weights (Fig. S1D,E). Furthermore, TCDD actions on prostate innervation appear to be selective for noradrenergic axons. *In utero* and lactational TCDD exposure does not change immunopositive axon pixel densities at P90, P9 or E17.5 for markers of sensory axons [calcitonin gene-related peptide (CGRP)], a pan-axonal marker [βIII tubulin (TUBB3)] or cholinergic axons [vesicular acetylcholine transporter (VAChT; also known as SLC18A3)] (Figs S2-S4).

### Fetal TCDD exposure increases prostate mRNA abundance of *Artn*, a neurotrophic factor linked to axon recruitment

Because TCDD exposure increases prostate axon density during the period when axons project to the prostate, we used RNA-seq to survey the genomic response to TCDD and test whether TCDD induces neurotrophins/neurotrophic factors. 

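For the RNA-seq survey, UGS epithelium was collected from male mouse fetuses on E16.75, after a single oral dose of TCDD or of vehicle (5 ml/kg) to the pregnant dam. The epithelium is the inner layer of the fetal tube from which the prostate buds, and after digestion with enzymes it was separated by hand from the surrounding mesenchyme, and bladder and distal urethra were removed. Each of the 8 libraries, 4 from vehicle and 4 from TCDD, came from a pool of several such epithelia, so that a replicate is a pool and not an animal. The dose is 5 µg/kg in the paper and in the sample labels but 1 µg/kg in the general description of the data, and the day of exposure is E13.5 in the paper's methods, in the legend of Fig. 4 and in the labels but E15.5 in its results text. The values are the authors' htseq-count counts of read pairs per gene on the gene's own strand. Pairs that align to several places, or that overlap more than 1 gene and cannot be assigned to 1 of them, are left out. Summed over genes and over both sequencing lanes, a pool held 25917911 to 28146766 counts with vehicle (median 27258855) and 22254896 to 26740656 with TCDD (median 24520935). The 2 lanes of a pool differed by about the sampling noise (chi-square per gene of 0.990 to 1.04), and were averaged and counted as 1 sample, as in the paper. Between pools, the chi-square per gene was 7.09 to 11.4 for vehicle replicate 1 against the other vehicle pools. It was 19.4 to 29.9 for TCDD replicate 1 against the other TCDD pools, which were not compared with each other. The authors removed TCDD replicate 1 as an outlier, so each result is given first over the other 7 pools, which are the paper's, and then over all 8. Expression is given as CPM (counts relative to the library size, scaled by edgeR's trimmed mean of M values, TMM), and log2 fold changes are TCDD over vehicle. Genes rose, fell or changed where edgeR's quasi-likelihood F-test gave a Benjamini-Hochberg adjusted p of at most 0.05 over the 14233 genes with enough counts (14051 over 8 pools). Genes were also grouped into lists, and the limma test camera asked whether a list moved relative to all other genes, with a preset correlation between genes of 0.01 and again with an estimated one.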

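Apart from *Artn*, which encodes artemin, few neurotrophic factors rose in the TCDD pools, and several fell, in pools where markers of mesenchyme fell too. Midkine (*Mdk*) and pleiotrophin (*Ptn*), heparin-binding growth factors that promote neurite outgrowth, and neurotrophin 4 (*Ntf5*), a ligand of the receptor tyrosine kinase TRKB, were lower with TCDD. Of 26 neurotrophic factors listed before the data were examined, although *Artn* had been seen as higher in Fig. 4B, 19 could be tested, and 2 rose, 5 fell and 12 did not pass the test (2 and 5 adjusted over the list alone). The list as a whole did not move relative to other genes (camera adjusted p = 0.563, and adjusted p = 0.701 with an estimated correlation). *Mdk* was at 380.1 ± 30.9 CPM with vehicle (SD, n = 4 pools) and 202 ± 30.6 with TCDD (SD, n = 3), a log2 fold change of −0.90 (SE 0.101, adjusted p = 3.02e-05). It stood at 401 CPM in TCDD replicate 1, and over all 8 pools its fall did not pass the test (log2 fold change −0.58, adjusted p = 0.170). Markers of mesenchyme had a mean log2 CPM of 3.14 to 3.96 in the vehicle pools, 2.38 to 2.61 in TCDD replicates 2 to 4 (8 of 11 tested were lower) and 3.54 in TCDD replicate 1. *Ptn* (log2 fold change −0.46, SE 0.0823, adjusted p = 0.00102) and *Ntf5* (log2 fold change −0.60, SE 0.111, adjusted p = 0.00133) also fell over 8 pools (adjusted p = 0.0152 and 0.0163). *Gmfb*, which encodes glia maturation factor beta, rose by less (log2 fold change 0.31, adjusted p = 0.0230), a call lost over 8 pools (adjusted p = 0.159) and without vehicle replicate 1 or 3 or TCDD replicate 4 (adjusted p = 0.0645, 0.0763 and 0.158). The 2 other factors that fell, *Edn3* (endothelin 3, log2 fold change −1.84) and *Sema3a* (a secreted axon repellent, log2 fold change −0.39), lost the call without TCDD replicate 4 (adjusted p = 0.0884 and 0.0914), *Edn3* also over 8 pools (adjusted p = 0.239) and *Sema3a* without vehicle replicate 2 or 3 or TCDD replicate 3 (adjusted p = 0.0870, 0.0704 and 0.0740).

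Of other ligands of the GDNF family, *Gdnf* was at 0.271 ± 0.131 CPM with vehicle and 0.168 ± 0.0962 with TCDD, too low to test. *Nrtn* (neurturin) did not pass the test (log2 fold change −0.67, SE 0.426, adjusted p = 0.296). *Bdnf*, which encodes brain-derived neurotrophic factor, did not pass the test (log2 fold change −0.51, adjusted p = 0.281). Of 16 receptors for such factors, 9 could be tested, of which 3 fell and 6 did not pass the test (4 lower and 1 higher adjusted over the list alone; camera adjusted p = 0.30, and adjusted p = 0.661 with an estimated correlation). *Gfra1*, the co-receptor for GDNF, fell from 178 ± 15.0 to 116 ± 10.4 CPM (log2 fold change −0.62, SE 0.0876, adjusted p = 1.71e-04; adjusted p = 0.00534 over 8 pools). *Gfra4*, the co-receptor for persephin, fell too (log2 fold change −0.45, adjusted p = 0.0123), but not over 8 pools (adjusted p = 0.234) or without TCDD replicate 4 (adjusted p = 0.0729). *Ntrk2*, which encodes TRKB, fell near the threshold in both sets (adjusted p = 0.0456 and 0.0491) and lost the call without any 1 of vehicle replicates 1, 2 and 4 and TCDD replicates 3 and 4 (adjusted p = 0.0897, 0.102, 0.0507, 0.0814 and 0.218). *Gfra3*, the co-receptor for artemin, was at 0.173 CPM with vehicle and 0.111 with TCDD, and *Ret*, the kinase shared by the family, at 49.2 ± 5.55 and 39.4 ± 5.95 CPM (log2 fold change −0.31, adjusted p = 0.0653). *Ret* passed the test as lower without vehicle replicate 1 or 4 or TCDD replicate 2 (adjusted p = 0.0354, 0.0455 and 0.0237). Over all 8 pools, 1 factor rose and 3 fell, and 2 receptors fell.

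**Figure D1:**
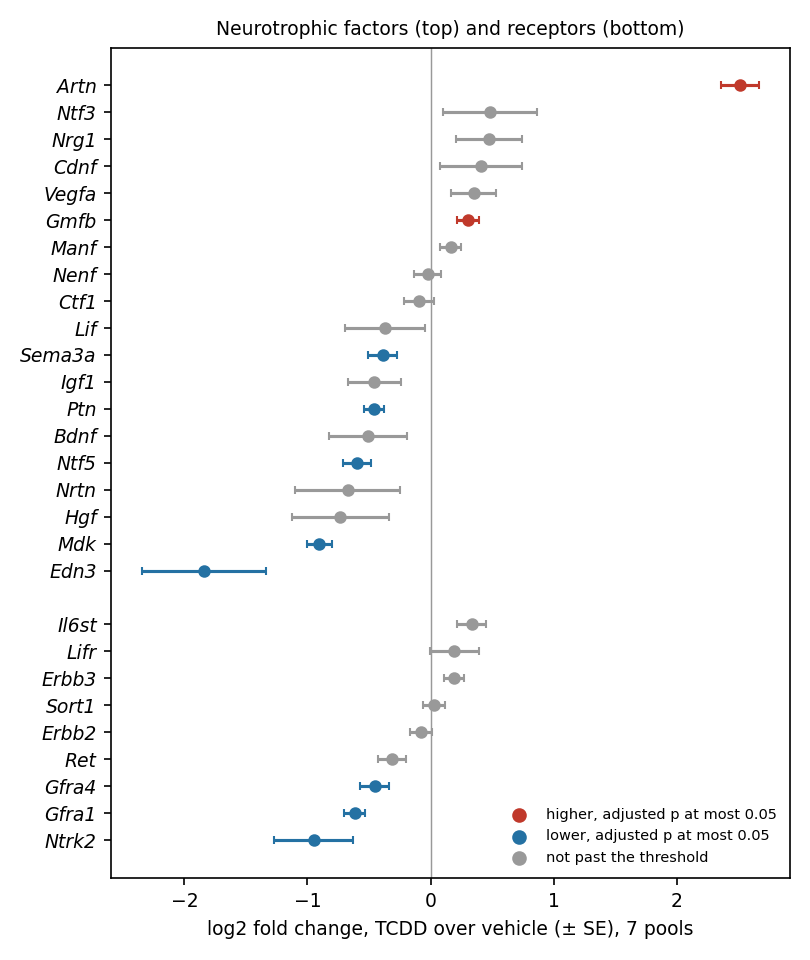
Log2 fold change, TCDD over vehicle, of each tested neurotrophic factor (top) and receptor (bottom) over the 7 pools used in the paper; bars are standard errors. Red points are higher and blue points lower with TCDD at an adjusted p of at most 0.05, and grey points did not pass the test: 2 of 19 factors are red and 5 blue, and 3 of 9 receptors are blue.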

We focused on the epithelium, because it is a considerable source of neurotrophins/neurotrophic factors in other developing organs (de Groat, 2013) and shifted the timing of TCDD exposure to coincide with prostate specification, the period when axons are actively recruited (Vezina et al., 2008a,b). We also increased the TCDD dose to increase the dynamic range of the transcriptional response. A single maternal dose of 5 µg/kg TCDD was delivered on E15.5, and fetal prostate epithelium was collected at E16.75 for RNA-seq analysis (Fig. 4A,B). 

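Genes that respond to the aryl hydrocarbon receptor (AHR), the transcription factor that binds TCDD, rose in TCDD-exposed UGS epithelium. *Cyp1a1* and *Cyp1b1*, which encode cytochrome P450 enzymes that oxidize foreign compounds and hormones, rose the most of the list. *Ahrr* and *Tiparp*, whose products repress AHR, and *Nqo1* and *Nfe2l2*, an antioxidant enzyme and the transcription factor that drives its class, rose with them. Of 20 tested genes of AHR signaling and its targets, 13 rose and 2 fell (the same numbers adjusted over the list alone; camera adjusted p = 6.52e-34, and adjusted p = 0.00556 with an estimated correlation). *Cyp1a1*, *Cyp1b1* and *Ugt1a7c* of this list had been seen as higher in Fig. 4B when it was drawn up. *Cyp1b1* (ENSMUSG00000024087, chromosome 17, 79701537 to 79715061, minus strand, assembly GRCm38) was at 9.58 ± 1.93 CPM with vehicle (SD, n = 4 pools) and 341 ± 11.2 with TCDD (SD, n = 3), a log2 fold change of 5.16 (SE 0.117, adjusted p = 6.62e-12). *Cyp1a1* (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824, plus strand) was at 0.0359 ± 0.0295 and 202 ± 41.0 CPM; the vehicle pools held at most 1 count of it as the mean of 2 lanes, so its fitted log2 fold change of 12.11 (adjusted p = 7.14e-11) depends on the prior count and is no bound. *Ahrr* had a log2 fold change of 3.42 (SE 0.325, adjusted p = 4.88e-06), *Tiparp* of 1.82 (SE 0.137), *Nqo1* of 1.90 (SE 0.168) and *Nfe2l2* of 1.22 (SE 0.0827), and for each of these 6 genes every TCDD pool lay above every vehicle pool in both sets. The 2 that fell were *Arnt2*, a paralog of the AHR partner ARNT (log2 fold change −1.06, adjusted p = 3.06e-06), and *Fmo2*, a flavin monooxygenase (log2 fold change −1.30, adjusted p = 0.00111). *Ahr* itself had a log2 fold change of −0.10 (SE 0.0898, adjusted p = 0.478) and *Arnt* of 0.03 (SE 0.0734, adjusted p = 0.834). Of 25 tested phase II and antioxidant genes, whose products conjugate foreign compounds or remove oxidants, 11 rose and 14 did not pass the test (11 adjusted over the list alone; camera adjusted p = 1.08e-06, and adjusted p = 0.0213 with an estimated correlation). Among them were *Mgst2*, a microsomal glutathione transferase (log2 fold change 2.85, SE 0.296, adjusted p = 1.16e-05), and *Gsta4*, a cytosolic one (log2 fold change 1.07, SE 0.0736, adjusted p = 3.57e-07). Over all 8 pools, 12 genes of the AHR list rose and 2 fell, with an adjusted p = 0.0244 with an estimated correlation, and 7 phase II genes rose, with an adjusted p = 0.231 with an estimated correlation.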

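Genes of squamous (epidermal) differentiation and of the urothelium, the lining of bladder and urethra, rose as well. *Krt1* (keratin 1 of the differentiated epidermis), *Crnn* (cornulin of the cornified envelope), *Gjb2* and *Gjb6* (connexins of skin gap junctions) were among the genes that rose. *Upk1a*, *Upk1b* and *Upk3b*, which encode uroplakins of the urothelial plaque, rose from an already high level. Of 39 tested genes of epidermal differentiation, 30 rose and 9 did not pass the test (33 higher and 1 lower adjusted over the list alone; camera adjusted p = 3.73e-44, and adjusted p = 0.0117 with an estimated correlation). *Crnn*, *Sox15*, *Krt1*, *Gjb2*, *Gjb6* and *Nlrp10* had been seen in Fig. 4B when this list was drawn up. *Krt1* (ENSMUSG00000046834, chromosome 15, 101845426 to 101850794, minus strand) was at 65.3 ± 9.36 CPM with vehicle and 388 ± 27.7 with TCDD (log2 fold change 2.57, SE 0.102, adjusted p = 2.54e-09). *Crnn* had a log2 fold change of 3.09 (SE 0.151, adjusted p = 1.39e-08), *Gjb2* of 2.14 (SE 0.101) and *Gjb6* of 2.44 (SE 0.0837). *Ivl*, which encodes the envelope protein involucrin and was chosen after its values were seen, was at 24.8 ± 6.35 and 298 ± 54.5 CPM (adjusted p = 3.33e-05). Not every gene of stratified epithelia rose: *Spink5*, a protease inhibitor that is not on this list, was among the largest falls. Of 19 urothelial genes, 15 rose, 1 fell and 3 did not pass the test (16 and 1 adjusted over the list alone; camera adjusted p = 5.40e-18), a call lost with an estimated correlation (adjusted p = 0.0858 with an estimated correlation). *Upk1b* (ENSMUSG00000049436, chromosome 16, 38773184 to 38800328, minus strand) was at 598 ± 34.5 CPM with vehicle and 1333 ± 119 with TCDD (log2 fold change 1.16, SE 0.0756, adjusted p = 2.34e-07). *Upk1a* was at 478 ± 50.7 and 1044 ± 122 CPM, and *Upk3b* (log2 fold change 2.17, adjusted p = 2.83e-06) and *Snx31*, a sorting nexin that binds uroplakins (log2 fold change 1.22, adjusted p = 4.93e-07), rose too. The gene that fell was *Shh*, the hedgehog ligand of the UGS epithelium (log2 fold change −0.46, adjusted p = 8.16e-04), named after its value was seen. Markers of mesenchyme moved the other way in the same pools, with a mean log2 CPM of 3.14 to 3.96 in the vehicle pools and 2.38 to 2.61 in TCDD replicates 2 to 4. Over all 8 pools, 24 of 38 epidermal genes rose (adjusted p = 0.0311 with an estimated correlation), and 14 urothelial genes rose and 1 fell (adjusted p = 0.231 with an estimated correlation). Over all tested genes, 1688 were higher and 1588 lower with TCDD, a balance that turned to 1480 and 1898 with upper-quartile scaling and to 1435 and 1974 with library sizes unscaled. Over 8 pools 1041 were higher and 843 lower, and 1849 genes changed in both sets, each in the same direction.

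**Figure D2:**
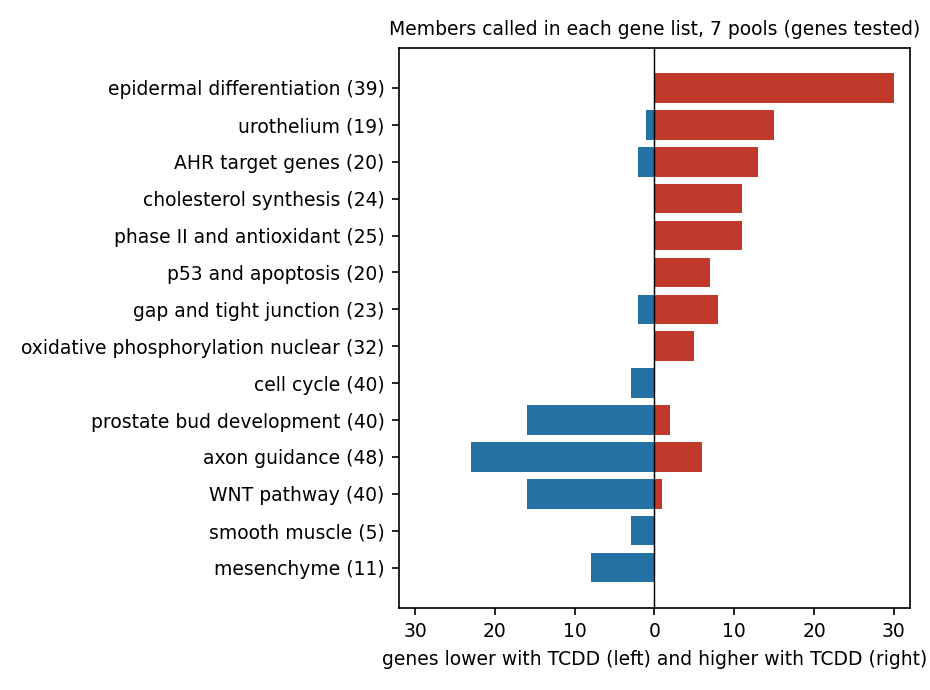
Number of genes of each list that were higher (right) or lower (left) with TCDD at an adjusted p of at most 0.05 over the 7 pools used in the paper, for the 14 lists that camera called with its preset correlation. The number of genes tested stands in brackets; 30 of 39 epidermal and 15 of 19 urothelial genes lie to the right.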

TCDD exposure initially led to the differential expression of 3276 genes in fetal prostate epithelium (Fig. 4A; Dataset 1). 

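Among genes that TCDD changed by more than 1.5-fold, those with the largest falls included *Hdc*, which encodes the enzyme that makes histamine, *Spink5*, a protease inhibitor of stratified epithelia, and *Grp*, gastrin-releasing peptide. Among the largest rises, besides *Cyp1a1*, were those of *Nlrp10*, a NOD-like receptor of keratinocytes, *Cyp1b1*, *Ccdc184*, *Hsd17b2*, an enzyme that inactivates estradiol and testosterone, and *Adh7*, an alcohol dehydrogenase that also oxidizes retinol. *Hdc* (ENSMUSG00000027360, chromosome 2, 126593667 to 126619299, minus strand) fell from 15.9 ± 2.13 CPM (SD, n = 4 pools) to 0.309 ± 0.0377 (SD, n = 3), a log2 fold change of −5.62 (SE 0.237, adjusted p = 2.54e-09). *Spink5* (log2 fold change −3.73, SE 0.404, adjusted p = 5.66e-05) and *Grp* (log2 fold change −3.22) followed, as did *Col23a1*, *Ces1d*, *Lama2*, *Fam171b*, *Gja5* and *Chrm3*, with log2 fold changes between −3.05 for *Col23a1*, a membrane collagen, and −2.49 for *Chrm3*, the muscarinic M3 receptor. *Nlrp10* had a log2 fold change of 5.79 (SE 0.306, adjusted p = 2.65e-08), *Ccdc184* of 5.16 (SE 0.361) and *Adh7* of 3.89 (SE 0.170), while *Hsd17b2* rose from 2.13 ± 1.28 to 45.1 ± 10.4 CPM. The rises of *Gm9573*, *9530034E10Rik* and *Nccrp1* (log2 fold changes 4.20, 4.03 and 3.98) and of *Ugt1a7c*, a glucuronosyltransferase (log2 fold change 4.04), were of similar size. *Ugt1a7c* shares exons with the other *Ugt1a* genes and *Nccrp1* overlaps *Samd4b* on the same strand, so the counts of these 2 genes are uncertain. By edgeR's TREAT test against log2(1.5), 368 genes rose and 205 fell, with a median absolute log2 fold change of 1.53. Over all 8 pools 130 rose and 63 fell, of which 128 and 63 are among those of the 7 pools, and 540 of the 7-pool genes were tested there, all in the same direction. The 7-pool total fell to 372 without TCDD replicate 4, and the 8-pool total of 193 fell to 118, 119, 124, 114 and 101 without vehicle replicate 2 or 3 or TCDD replicate 2, 3 or 4.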

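Genes of axon guidance, of prostate bud development and of WNT signaling were more often lower than higher in TCDD-exposed UGS epithelium. *Robo2*, a receptor for the axon repellent SLIT, and the ephrin ligand *Efna3* and receptor *Epha4* fell, while the ephrin receptor *Epha1* rose. The transcription factor genes *Sox9* and *Foxa2* of the budding epithelium fell, as did *Eda*, the ligand of the ectodysplasin pathway, while *Id2*, an inhibitor of basic helix-loop-helix factors, rose. *Sfrp1* and *Sfrp2*, which encode secreted WNT antagonists, and *Lgr5*, a receptor that amplifies WNT signals, fell. Of 48 tested genes of axon guidance, 6 rose and 23 fell (7 and 27 adjusted over the list alone; camera adjusted p = 1.62e-04, a call lost with an adjusted p = 0.352 with an estimated correlation). *Robo2* fell from 60.0 ± 9.02 CPM (SD, n = 4 pools) to 21.5 ± 0.571 (SD, n = 3), a log2 fold change of −1.47 (SE 0.114, adjusted p = 9.14e-07). *Efna3* (log2 fold change −0.99, adjusted p = 7.87e-05), *Epha4* (log2 fold change −0.69, adjusted p = 3.95e-05) and *Epha1* (log2 fold change 0.66, adjusted p = 1.97e-05) changed by less. Of 40 tested genes of prostate bud development, 2 rose and 16 fell (2 and 17 adjusted over the list alone; camera adjusted p = 5.58e-04, a call lost with an adjusted p = 0.0905 with an estimated correlation). *Sox9* (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760, plus strand) fell from 105 ± 24.3 to 29.0 ± 1.65 CPM (log2 fold change −1.85, SE 0.178, adjusted p = 9.88e-05; log2 fold change −2.02 over 8 pools). *Eda* (log2 fold change −0.74) and *Id2* (log2 fold change 0.86) also changed in both sets, but *Foxa2* fell over 7 pools alone (log2 fold change −1.04, adjusted p = 2.00e-05; adjusted p = 0.285 over 8). Of 40 tested WNT genes, 1 rose and 16 fell (1 and 19 adjusted over the list alone; camera adjusted p = 6.14e-05, a call lost with an adjusted p = 0.319 with an estimated correlation). *Sfrp1* had a log2 fold change of −1.98 (SE 0.177, adjusted p = 5.93e-06) and *Lgr5* of −0.53 (SE 0.0823, adjusted p = 3.73e-04); the fall of *Sfrp2* (adjusted p = 4.71e-05) and the rise of *Nkd2*, which encodes an inhibitor of Dishevelled (log2 fold change 2.53, adjusted p = 2.68e-04), were lost over 8 pools (adjusted p = 0.209 and 0.0517).

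Markers of the mesenchyme around the epithelium fell in the same comparison: of 11 tested, 8 fell and 3 did not pass the test (9 lower adjusted over the list alone; camera adjusted p = 5.46e-09, a call lost with an adjusted p = 0.0943 with an estimated correlation). *Col3a1*, a fibrillar collagen, fell from 36.3 ± 8.75 to 7.39 ± 0.904 CPM and stood at 23.8 in TCDD replicate 1 (log2 fold change −2.29, SE 0.20, adjusted p = 1.96e-05; adjusted p = 0.0394 over 8 pools). *Fbn1*, which encodes the microfibril protein fibrillin 1, had a log2 fold change of −0.87 (adjusted p = 1.28e-05), and *Dcn*, which encodes decorin, of −0.74 (adjusted p = 9.54e-06, but 0.0801 over 8 pools). Over all 8 pools, 6 genes of axon guidance rose and 17 fell, 2 genes of bud development rose and 9 fell, 10 of 39 WNT genes fell and 4 mesenchymal markers fell.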

To focus on the most biologically relevant changes while reducing the number of false positives, differential expression was determined using a threshold log_2_(1.5) fold-change cutoff, which resulted in 573 significantly differentially expressed genes [*n*=3-4, Benjamini–Hochberg false discovery rate (FDR)-adjusted *P*<0.05; Dataset 1]. 

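Artemin mRNA (*Artn*) was more abundant in TCDD-exposed than in vehicle-exposed UGS epithelium. Artemin is a secreted ligand of the GDNF family that signals through the co-receptor GFRA3 and the kinase RET. *Artn* was at 5.58 ± 1.52 CPM with vehicle (SD, n = 4 pools) and 31.7 ± 1.29 CPM with TCDD (SD, n = 3 pools). The vehicle pools were at 3.89, 5.46, 5.41 and 7.58 CPM and TCDD replicates 2 to 4 at 30.7, 31.2 and 33.2 CPM, from 55.5 to 104.5 counts per lane with vehicle and 350 to 437 with TCDD. TCDD replicate 1, which the paper did not use, was at 20.1 CPM (228 counts per lane), above every vehicle pool and below every other TCDD pool. The log2 fold change was 2.51 (SE 0.156, adjusted p = 2.32e-07 by the quasi-likelihood test and adjusted p = 1.55e-06 by TREAT), and over all 8 pools it was 2.37 (SE 0.206, adjusted p = 9.38e-05 and 5.30e-04). Every TCDD pool lay above every vehicle pool in both sets (exact two-sided permutation test, p = 0.0571 for 4 pools against 3 and p = 0.0286 for 4 against 4, the smallest p these designs allow). *Artn* (ENSMUSG00000028539, chromosome 4, 117926162 to 117929763, minus strand) is a protein-coding gene with 4 annotated transcripts in GRCm38, whose exons merge into 5 blocks of 2405 bases, and no other annotated gene overlaps it. By TREAT p it ranked 17 over 7 pools and 19 over 8, and by quasi-likelihood p 24 and 35. The TREAT rank over 7 pools moved to 37, 35, 27, 60 and 30 without vehicle replicate 2 or 3 or TCDD replicate 2, 3 or 4. Without vehicle replicate 1 or 4 it was 19 and 12.

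**Figure D3:**
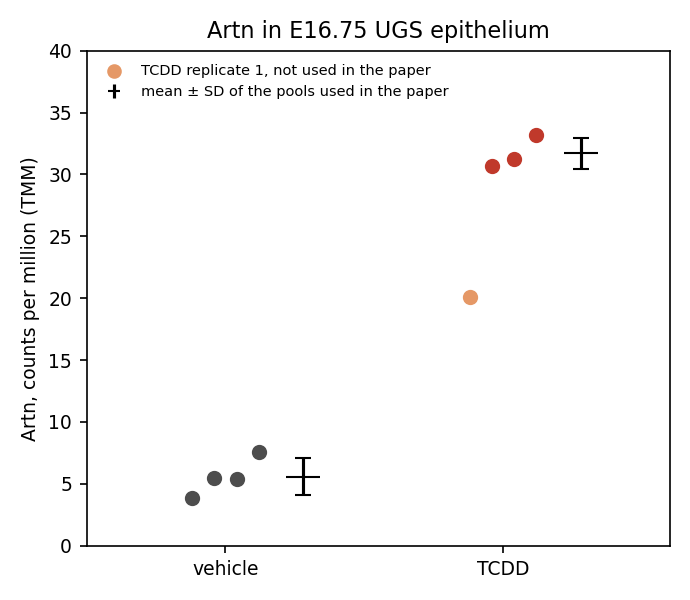
*Artn* expression in TMM-scaled CPM in each pool of UGS epithelium, vehicle and TCDD, with bars at the mean ± SD of the pools used in the paper. TCDD replicates 2 to 4 lie between 30.7 and 33.2, TCDD replicate 1 at 20.1 and the vehicle pools between 3.89 and 7.58.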

*Artn*, a member of the glial cell-derived neurotrophic factor family that recruits noradrenergic axons, was among the top 20 most differentially expressed genes by TCDD ordered by FDR-adjusted *P*–value [log_2_(fold change)=2.51, *n*=3–4, FDR-adjusted *P*=1.55×10^−6^; Fig. 4B; Dataset 1]. To validate the RNA-seq results and enhance rigor, we copied the TCDD dose and timing used in Figs S1-S3 (1 µg/kg maternal dose at E13.5) to evaluate TCDD-mediated changes in *Artn*. We used RNAScope to localize *Artn* mRNA in E17.5 urogenital sinus (UGS) epithelium of TCDD and vehicle samples and peri-epithelial mesenchyme (Fig. 4C), the same regions in which fetal TCDD exposure activates the AHR (Vezina et al., 2008a,b). We used reverse transcriptase polymerase chain reaction (RT-PCR) to confirm that TCDD increases *Artn* mRNA abundance in the E17.5 male UGS (Fig. 4D). We also showed that the TCDD-mediated increase in *Artn* mRNA abundance is transient; it is limited to the fetal period and is no longer differentially regulated in the P9 prostate (Fig. S5).

**Fig. 4.**
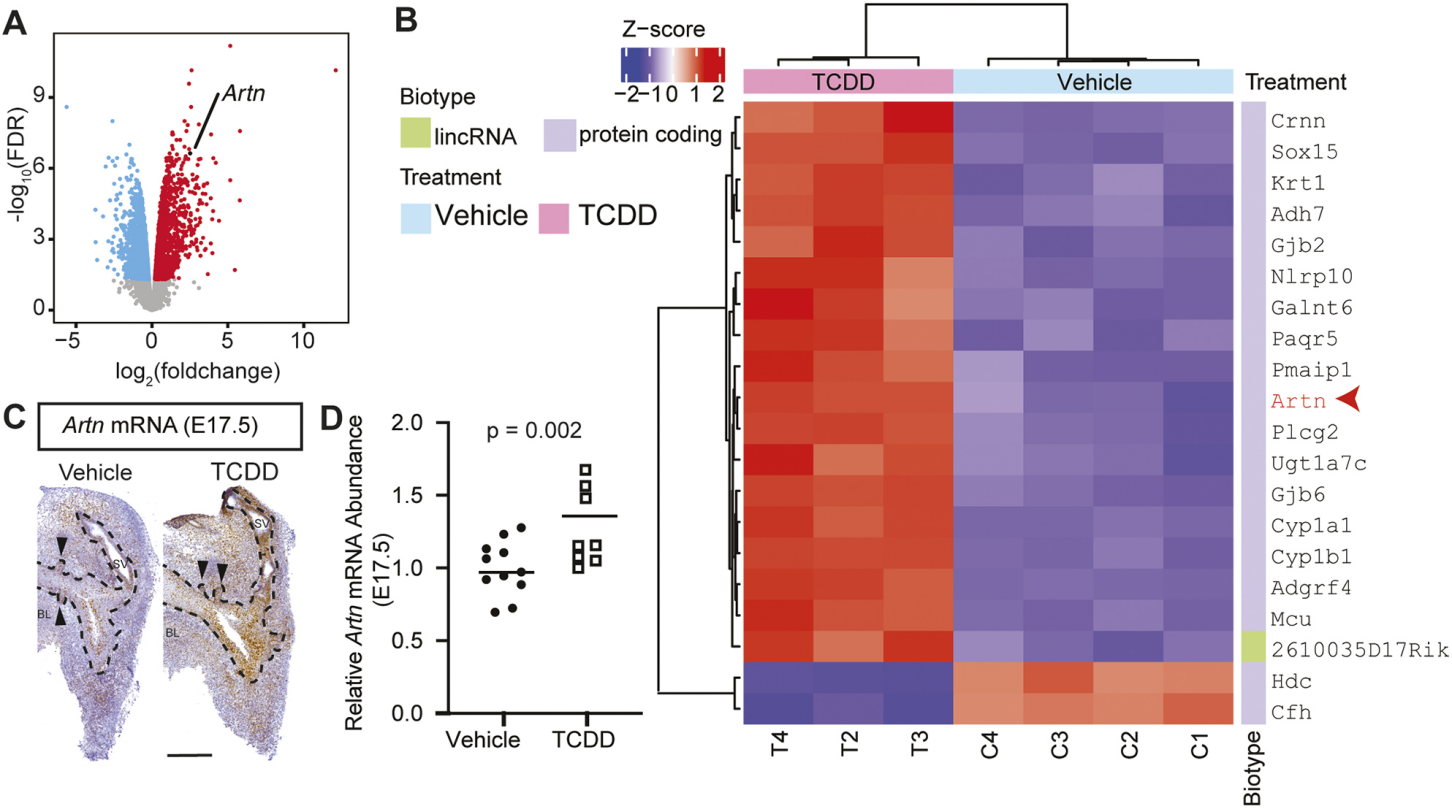
***In utero* TCDD exposure, coinciding with the beginning of prostatic neuroanatomical development, increases mRNA abundance of the GDNF member *Artn* in the fetal prostate.** Male mice were exposed to TCDD (5 µg/kg, po maternal dose) or vehicle (5 ml/kg, po maternal dose, control) on E13.5, and urogenital sinus (UGS) epithelium was collected for RNA-seq on E16.75. (A) Volcano plot showing significantly up- and downregulated genes from TCDD exposure. Red indicates upregulated genes, blue indicates downregulated genes, and *Artn* is identified in black (*n*=3-4, FDR-adjusted *P*≤0.05). (B) The top 20 differentially expressed genes, ordered by FDR-adjusted *P*-value, included *Artn*. (C) *In situ* hybridization localized *Artn* mRNA (brown staining) to UGS epithelium and periprostatic bud mesenchyme of E17.5 (control) C57BL/6J male fetuses. BL, bladder; SV, seminal vesicle; arrowhead, prostatic bud; the dashed line indicates the boundary between UGS epithelium and mesenchyme. (D) Real-time RT-PCR indicated that a single maternal dose of TCDD (1 µg/kg, po) on E13.5 significantly increased *Artn* mRNA abundance in the E17.5 male UGS compared to vehicle. Scale bar: 250 µm. Unpaired Student's *t*-test was used to assess differences in RT-PCR data, and differential expression of genes was determined using functions from edgeR, the Cox–Reid profile-adjusted likelihood method to calculate dispersions, empirical Bayes quasi-likelihood *F*-tests, and a version of the *t*-tests relative to a threshold (TREAT) method. Results are from eight to 11 male fetuses per group, representing three independent litters, and *P*≤0.05 was considered significant.

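Among the genes shown in Fig. 4B, 18 were higher and *Hdc* was lower in TCDD-exposed UGS epithelium. Besides *Artn*, the genes of AHR signaling and those of squamous differentiation, they include *Adgrf4*, an adhesion G protein-coupled receptor, *Plcg2*, phospholipase C gamma 2, *Pmaip1*, which encodes the pro-apoptotic protein NOXA, and *Mcu*, the calcium channel of mitochondria. *Adgrf4* rose from 17.5 ± 0.392 CPM (SD, n = 4 pools) to 106 ± 8.06 (SD, n = 3), a log2 fold change of 2.61 (SE 0.0797, adjusted p = 7.14e-11). *Plcg2* had a log2 fold change of 2.27 (SE 0.118, adjusted p = 2.65e-08), *Pmaip1* of 2.14 (SE 0.131, adjusted p = 1.22e-07) and *Mcu* of 1.34 (SE 0.0714, adjusted p = 3.02e-08). *Sox15*, a transcription factor of stratified epithelia, had a log2 fold change of 2.35 (SE 0.116, adjusted p = 1.47e-08). *Galnt6*, which starts mucin-type O-glycosylation, *Paqr5*, a membrane progestin receptor, and the long noncoding RNA *2610035D17Rik* (ENSMUSG00000087259, chromosome 11, 113043895 to 113201838, minus strand) rose as well (log2 fold changes 2.44, 1.85 and 1.62). The 20 genes of the panel are those with the smallest TREAT p over the paper's 7 pools, and 16 of them are also among the 20 smallest quasi-likelihood p. Over all 8 pools, 11 of them are among the 20 smallest TREAT p and 8 among the 20 smallest quasi-likelihood p. From these data together with its RT-PCR in a separate cohort of mice, the paper concludes that TCDD increases the abundance of *Artn* mRNA in the fetal prostate. That RT-PCR measured the male UGS, not its separated epithelium, at a later fetal stage and after a lower dose. By in situ hybridization the paper also places *Artn* mRNA in UGS epithelium and nearby mesenchyme, and it reports that the rise is limited to the fetal period.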

Our results support a model by which TCDD exposure during urogenital development in the fetus induces *Artn* to enhance noradrenergic axon recruitment to the developing prostate, thereby increasing the basis for a larger response to sympathetic nerve activation and driving a change in urinary function that persists into adulthood (Fig. 5). We propose this mechanism as a means by which the intrauterine environment can influence baseline urinary physiology and serve as a risk factor for LUTD in aging men.

**Fig. 5.**
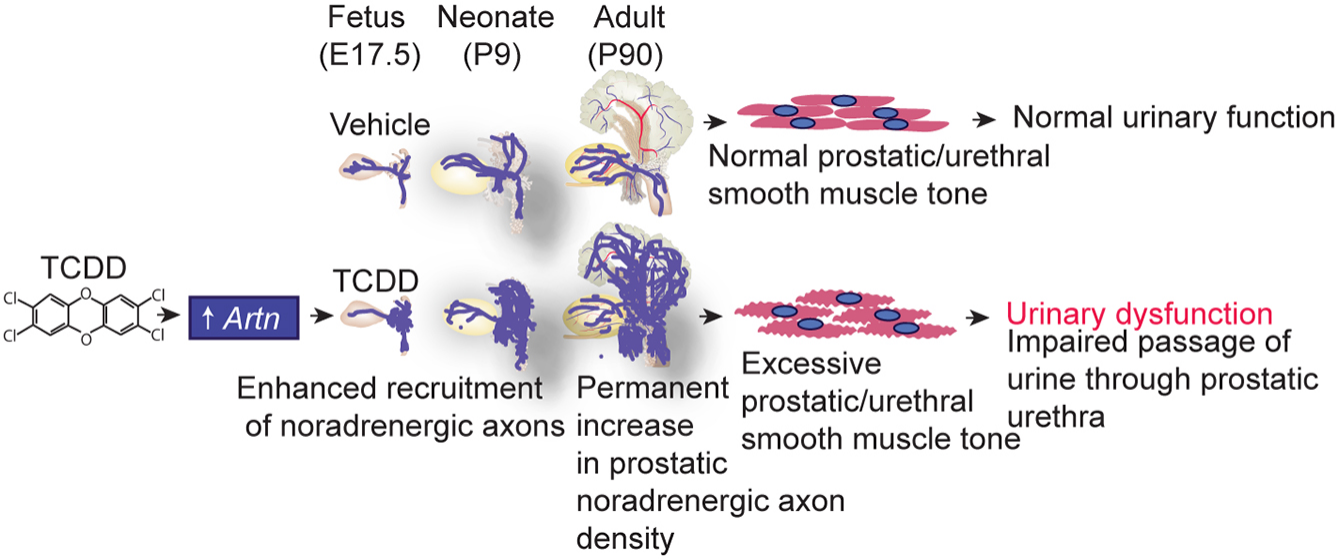
**Proposed mechanism underlying TCDD-induced urinary dysfunction in mice.** TCDD increases the abundance of the neurotrophic factor *Artn* in the developing prostate and enhances noradrenergic axon growth. These TCDD actions increase prostatic noradrenergic density in the fetus, neonate and adult, and lead to prostatic smooth muscle hyperactivity and urinary dysfunction in adulthood.

## DISCUSSION

Chemical exposures during the fetal and neonatal periods influence risk of adult obesity, neurodevelopmental disorders and some forms of cancer (Levin et al., 1988; Grandjean and Landrigan, 2006; Carpenter and Bushkin-Bedient, 2013), but their impact on male urinary function during advancing age has largely been unexamined. Using perinatal exposure to a persistent environmental contaminant (TCDD) as a model for exposure to a range of common environmental contaminants that activate the AHR, we find that the intrauterine and early postnatal environment shapes prostate noradrenergic axon density, leading to lasting changes in prostate smooth muscle response and voiding function that persist into adulthood. It is unclear why prostate baseline tension, smooth muscle activity and responsiveness to α-adrenergic receptor blockers varies so considerably among human males with LUTD (Lee et al., 2017). We posit that maternal chemical exposures during fetal urogenital development may underlie this variability, creating a susceptible phenotype that sensitizes males to voiding dysfunction with advancing age. In support of this concept, TCDD exposure worsens urinary voiding dysfunction in mice challenged in adulthood with exogenous testosterone and estradiol implants (Ricke et al., 2016). Here, we show that TCDD exposure is, by itself, sufficient to change urinary voiding dynamics in the absence of exogenous hormone challenge and can predispose to voiding dysfunction, even in young adult mice. We describe increased noradrenergic axon density and prostate smooth muscle hyperactivity as a mechanism for abnormal voiding in adulthood and for hypersensitivity of TCDD-exposed mice.

Exposure of the fetus to TCDD during the period when noradrenergic axons are recruited into the prostate (Turco et al., 2019) increases abundance of *Artn*, a neurotrophic factor driving noradrenergic axon guidance and growth. ARTN mediates sympathetic axon growth along vasculature at the time of initial axon extension, induces sympathetic axon outgrowth *in vitro*, and attracts sympathetic axons *in vitro* and *in vivo* (Enomoto et al., 2001; Glebova and Ginty, 2005). Mice deficient in *Artn* exhibit abnormally short or misdirected proximal axons from sympathetic chain ganglia (Honma et al., 2002). More than 50% of sympathetic neurons generated in the embryo are killed by apoptosis during normal development (Oppenheim, 1991). One hypothesis for why excessive innervation is a widespread activity in the developing embryo is that neurons are initially overproduced and, once they innervate their target, compete for limited target-derived neurotrophic factors (Levi-Montalcini et al., 1954). Our data point to TCDD exposure increasing *Artn* expression, in turn leading to persistent hyperinnervation. We localized *Artn* within fetal mouse prostate and used independent methods and two separate mouse cohorts to show that TCDD increases *Artn* mRNA abundance in the fetal prostate. TCDD is a potent ligand of the AHR, a ligand-dependent transcription factor that mediates most, if not all, of TCDD's biological actions (Edamitsu et al., 2019). Promoting the idea that *Artn* induction is a more generalizable mechanism of AHR action, a recent study found that the activated AHR docks at the *Artn* gene locus, increases *Artn* expression and drives hyperinnervation of adult mouse skin (Hidaka et al., 2017).

A surprising observation in this study is the persistence of the prostate hyperinnervation phenotype induced by fetal TCDD exposure, beginning in the fetal period and continuing into adulthood. *Artn* is transiently upregulated at E17.5; however, we cannot rule out the possibility that TCDD-mediated increases in neurotrophic pathways at later time points also contribute to the persistent increase in prostatic axon density. Other neurotrophic factors such as neuropilin 1, neuropilin 2 and semaphorin 3a (SEMA3A) also control rat and mouse sympathetic axon growth, guidance and remodeling (Nangle and Keast, 2011; Maden et al., 2012; Richeri et al., 2020). TCDD acts through SEMA3A to disrupt the peripheral nervous system of the red seabream (Iida et al., 2013). It is also interesting that the TCDD-mediated transient increase in fetal prostatic *Artn* expression is associated with increased density of sympathetic, but not sensory, axons in the prostate. One possibility is that glial cell line-derived neurotrophic factor family receptor alpha 3 (GFRA3; a major receptor for ARTN) is more abundant in noradrenergic axons than in sensory and cholinergic axons of the developing prostate, a possibility that will be explored in future studies. Based on our findings, we predict that fetal exposure to AHR agonists would induce benign prostatic changes and LUTD without causing pelvic pain, although further investigation is required.

To further define the mechanism underpinning sympathetic hyperinnervation of the prostate, it would be of interest to investigate the potentially persistent effects of TCCD exposure on pelvic ganglia, as these are the primary source of sympathetic axons innervating the prostate and other pelvic organs. This approach could determine whether TCCD drives hyperinnervation by stimulating the postnatal maturation of pelvic ganglia (in which the number of neurons normally continues to increase in the first couple of weeks after birth). Alternatively, TCCD may also stimulate the growth of axon collaterals within the prostate. We previously observed that axon density in the mouse prostate continuously increases from the fetal period to adulthood (Turco et al., 2019). If chemical exposure causes excessive noradrenergic axons to grow within the developing prostate, and this aberrant growth persists postnatally and into adulthood, this may be a fundamental generalizable mechanism of urinary voiding dysfunction in aging men and influence the symptomatic response to inflammation and therapeutic response to α-adrenergic receptor blockers. It is important to note that several chemicals have been implicated in abnormal prostate development, including environmental, pharmaceutical and dietary estrogens (Saito et al., 2000; Timms et al., 2005), plasticizers (Moore et al., 2001) and bacterial toxins (Zhang et al., 2017), among others. Whether these other chemicals influence innervation of the prostate has not been determined. Investigation of the impact of other AHR agonists on prostate innervation would be of significant interest and relevance to LUTD.

## MATERIALS AND METHODS

### Mice

All mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA) and maintained on a C57BL/6J genetic background (stock #000664), *Polr2a^Tn(pb-CAG-GCaMP5g,-tdTomato)Tvrd^* (also known as *GCaMP5g*; stock #024477) and Tg(*Myh11cre*,-EGFP)2Mik (also known as *Myh11*^cre^; stock #007742). Mice were housed in Innovive^®^ HDPE plastic microisolator cages in a room maintained on a 12 h light and dark cycle, ambient temperature of 20.5±1°C, and relative humidity of 30-70%. Mice were fed a 5015 Diet (PMI Nutrition International, Brentwood, MO, USA) from conception through weaning (P21) and an 8604 Teklad Rodent Diet (Harlan Laboratories, Madison, WI, USA) thereafter. Food and water were available *ad libitum*, and cages contained corncob bedding. Mice were time-mated by pairing males and females overnight. The morning of definitive copulatory plug identification was considered E0. For all studies other than RNA-seq, mated females with a body weight increase of 4 g at 13 days post-breeding (indicating pregnancy) (Heyne et al., 2015) were given a single dose of TCDD [1 µg/kg, orally (po), 98% purity; Cambridge Isotope Laboratories, Andover, MA, USA] or corn oil (5 ml/kg, po; vehicle control) on E13.5. TCDD or vehicle was administered using a reusable 12-gauge, 1.5 inch animal feeding/oral gavage needle (VWR International, 20068-636). The TCDD dose used in this study matches that of a previous reference study (Moore et al., 2016). Based on the 11-day whole-body elimination half-life of TCDD in C57BL/6J mice, the TCDD dosing paradigm used in this study results in continuous TCDD exposure from the fetal period through weaning (Gasiewicz et al., 1983). All mice were euthanized by CO_2_ asphyxiation. UGS and prostate tissues were collected at E17.5, P9 and P90-P98, either snap frozen in liquid nitrogen or fixed overnight at 4°C in 4% paraformaldehyde dissolved in neutral buffered saline (Thermo Fisher Scientific) and dehydrated through a series of graded ethanol concentrations. Tissues were cleared in xylenes, embedded in paraffin wax and sectioned at 10 μm thickness on a microtome (Surgipath Medical Industries).

### Cystometry in anesthetized adult male mice

Cystometry was performed as previously described (Bjorling et al., 2015; Ritter et al., 2017; Ruetten et al., 2019). Mice were anesthetized with urethane [1.43 g/kg, subcutaneous (sc)], because isoflurane interferes with normal micturition, and rested for 30 min. Mice remained under urethane anesthesia for the duration of performance of cystometry. The deep plane of anesthesia was confirmed by repeatedly confirming the absence of response to toe pinch during cystometry. An incision was made in the ventral abdomen to expose the bladder. A purse string suture was placed in the bladder dome, and polyethylene cystometry tubing (PE-50; outer diameter, 0.58 mm; inner diameter, 0.28 mm) was inserted into the bladder through the center of the suture and secured. The abdominal wall and skin were closed, and the exterior tubing was sutured to the abdominal skin to prevent movement. Mice were allowed to recover on a heating pad for 1 h post procedure. The exposed tubing was attached to a three-way stopcock and connected to an infusion pump (Harvard Apparatus, Holliston, MA, USA) and pressure transducer (Memscap). Bladder pressure was simultaneously recorded using a PowerLab data collection system (ABInstruments, Colorado Springs, CO, USA). Saline (0.9%) was infused into the bladder at a rate of 1.5 ml/h. At least 1 h of voiding activity was recorded. Three to five consecutive voids, occurring after stabilization of micturition cycles, were used for analysis.

### Smooth muscle calcium transient imaging

*Myh11cre*/+;*GCaMP5g/*+ mice harbor a genetically encoded calcium sensor that fluoresces in response to increases in intracellular calcium concentration*. Myh11*^cre^/+;*GCaMP5g*/+ mice were euthanized at 14 weeks of age, and a tissue complex containing urethra and anterior, dorsal and ventral prostate was dissected and stored in ice-cold HEPES buffer (134 mM NaCl, 10 mM HEPES, 6 mM KCl, 7 mM glucose, 1 mM MgCl_2_, pH 7). The anterior prostate was dissected and analyzed separately, whereas the dorsal prostate was analyzed attached to the urethra due to its small size. The tissue was positioned in a heated (37°C) chamber for imaging (Warner Instruments, RC-49MFSH). A pressurized perfusion system (Warner Instruments, 641721) fitted with mini-valve controllers (Warner Instruments, VCS-8-MINI-LT) was used to continuously perfuse tissues with HEPES solution (134 mM NaCl, 10 mM HEPES, 6 mM KCl, 7 mM glucose, 1 mM MgCl_2_, 2 mM CaCl_2,_ pH 7; 1 ml/min), and maintained at 37°C with an inline heater (Warner Instruments, SF-28). The tissue was illuminated with an LED light (SOLA-SM2 365 LED Light Engine) and visualized with an MZ16 stereo fluorescent dissecting microscope (Leica, Wetzlar, Germany) fitted with a GFP dichroic filter set (Chroma, Bellows Falls, VT, USA). Images were recorded with a Zyla 4.2 Plus sCMOS camera using Nikon Elements Software. A Grass stimulator (model S88, pulse stimulator) was used to deliver electrical impulses for 10 s at 60 V and 0.1 Hz (Lau et al., 1998). After a 5 min recovery period, tissues were stimulated again for 10 s at 60 V and 30 Hz (Lau et al., 1998). Videos were recorded at 10 frames/s and analyzed using SparkAn (in-house software designed by Dr Adrian Bonev, University of Vermont, Burlington, VT, USA). Investigators were blinded to treatment group by labeling videos with exclusively mouse number and date.

### Isometric prostate muscle tension analysis

*In vitro* organ bath studies were conducted as previously described (Tengowski et al., 1997; Keil et al., 2015). Excised dorsal prostates and bladder were weighed, and 5-0 sutures were applied to secure the dorsal prostate and subdissected bladder strips at the base to the specimen arm and at the tip of the tissue to the force displacement transducer (Grass FT-03). Tension was recorded using a PowerLab data collection system (ABInstruments, Colorado Springs, CO, USA). The prostate and bladder were suspended in a 37°C water-jacketed tissue chamber filled with Krebs solution (133 mM NaCl, 16 mM NaHCO_3_, 5 mM KCl, 1 mM MgCl_2_, 1.4 mM NaH_2_PO_4_, 2.5 mM CaCl_2_ 2H_2_O, 7.8 mM D-glucose, pH 7.2) and aerated with 95% O_2_-5% CO_2_. Tissues were maintained at 0.7 g of tension for 60 min before experimentation, with Krebs solution changed every 15 min. Tension was recorded using AxoScope Application of PCLAMP software (Molecular Devices, Sunnyvale, CA, USA). Tissues were stimulated for 5 s at 0.1, 1, 3, 10, 30 and 60 Hz at 30 V, with 3 min between each stimulation. Tissue baths were flushed with Krebs solution, and tissues were allowed to return to baseline (0.7 g) tension for 30 min, after which a concentration response curve to the α-adrenergic agonist phenylephrine (0.0001, 0.01, 1, 100 and 200 µM) was performed. After washout and return to baseline (0.7 g) tension for 30 min, tissues were incubated with guanethidine for 15 min (White et al., 2010), before being stimulated as described above at 0.1, 1, 3, 10 and 30 Hz. After a final washout and return to baseline for 30 min, tissues were maximally contracted with 60 mM KCl. Tissue responses were normalized to maximum response to KCl and expressed as a percentage thereof. Investigators were blinded to treatment group by labeling videos with exclusively mouse number and date.

### Immunohistochemistry

Paraffin-embedded tissue sections (10 µm) were deparaffinized with xylene and rehydrated in a series of graded concentrations of ethanol. Immunofluorescence staining was conducted as described previously (Abler et al., 2011; Turco et al., 2019) using the antibodies listed in Table S1. Tissue sections were imaged using an SP8 confocal microscope (Leica) fitted with a 20× oil immersion objective (HC PL Apo CS2 NA=0.75; Leica). Ten *z*-stack images were captured at 1024×1024 resolution and a *z*-interval of 1 µm using LASX 8 software (Leica). The detector gain ranged between 10 and 30 using a Hy-D detector. All fluorescent images were stained using Alexa Fluor 488, Rhodamine Red and Alexa Fluor 647 secondary antibodies (Table S1). These fluorophores were excited using the 488 nm, 561 nm and 633 nm lasers, respectively, and images were collected sequentially. Whole-image RGB color intensity was adjusted using Adobe Photoshop only after quantification (version 20.0).

### *In situ* hybridization

RNA *in situ* hybridization was performed on 5 µm paraffin sections of mouse tissue using an RNAScope 2.5 HD Assay kit (Advanced Cell Diagnostics, 322360) following the manufacturer’s instructions. Optimized conditions for target retrieval were determined as a 15 min incubation in the target retrieval buffer and a 30 min treatment with proteinase K reagent. The probe against mouse *Artn* (800811) was obtained from the Advanced Cell Diagnostics probe catalog. Images were obtained at 20× on a Zeiss Axio Scan Z1 microscope and processed using Zen Blue software.

### Morphometric analysis

TH^+^, TUBB3^+^, VAChT^+^ and CGRP^+^ prostatic axons were quantified in E17.5, P9 and P90 prostate tissue sections, as previously described (Turco et al., 2019). For the embryonic stage, axons were quantified in the 10 µm stromal band extending from the basal surface of CDH1-stained UGS using ImageJ. For postnatal stages, axons were quantified in the 10 µm stromal band extending from the basal surface of CDH1-stained prostatic ductal epithelium (this region encompasses the majority of periductal smooth muscle). Immunostained axon pixels were quantified using the thresholding feature (MaxEntropy thresholding) of ImageJ (version 1.52e11) (Kapur et al., 1985). Image pixel density was scaled to 2.23 pixels/µm. For each age and sampled region, three non-adjacent, near-midsagittal, technical replicate tissue sections (10 µm) were averaged per mouse, and four to ten biological replicate mice were evaluated per axon subtype. Mice of each age were derived from at least three separate litters. Investigators were blinded to treatment group by labeling videos with exclusively mouse number and date.

### RNA sequencing of fetal prostate epithelium

Pregnant C57BL/6J mice were treated po with either 5 ml/kg corn oil (control) or 5 µg/kg TCDD on E13.5 following previously established protocols (Lin et al., 2003). Dams were euthanized at E16.75 via CO_2_ asphyxiation, and UGSs were dissected from fetuses, as previously described (Moore et al., 2016). Each UGS was immediately placed into 300 µl of 1% trypsin (Difco, 215240) in PBS and incubated on ice for 30 min. Collagenase (Sigma-Aldrich, C9891) was added to a final concentration of 1 mg/ml, followed by an additional 30-45 min incubation on ice. A dissecting microscope was used to mechanically separate UGS mesenchyme from UGS epithelium (UGE) and excise bladder and distal urethra, leaving only the portion of UGE from which the prostate derives. Each treatment group consisted of four biological replicates, and each replicate contained five or six individual UGEs that were pooled for RNA isolation. Total RNA was purified from each UGE using an RNeasy^®^ system (Qiagen) and analyzed using a Bioanalyzer 2100 and RNA 6000 PicoKit (Agilent Technologies). The samples were sequenced at the University of Wisconsin-Madison, Biotechnology Center, using an Illumina HiSeq^®^ 2500.

### RNA-seq analysis

Processing of RNA-seq data followed an updated pipeline for gene-level analysis (Anders et al., 2013; Garcia et al., 2018). Briefly, reads were evaluated by FastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to detect major sequencing problems, and then trimmed for quality control with two rounds of Skewer v0.2.2 (Jiang et al., 2014) to remove ends of reads with low mean Phred quality score (Skewer round 1 options: x –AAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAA -–mode pe -–max 100 -–cut3 -–format auto -–compress -–threads 9; Skewer round 2 options: x Mouse_adapters.fa– -–mode pe -–end-quality 30 -–mean-quality 30 -–min 30 -–format auto -–compress -–threads 9; Table S2). RNA-seq alignment and quantification proceeded with Bowtie2 v2.4.1 (Langmead et al., 2009; Langmead and Salzberg, 2012) being used to build HISAT2 v2.1.0 (Kim et al., 2015; Kim et al., 2019) genome index files from the Genome Reference Consortium Mouse Build 38 patch release 6 (GRCm38.p6) genome downloaded from Ensembl (release 100; https://ftp.ensembl.org/pub/release-100/fasta/mus_musculus/dna/Mus_musculus.GRCm38.dna.toplevel.fa.gz). To enhance the genome index files, the HISAT2 scripts hisat2_extract_splice_sites.py and hisat2_extract_exons.py were used to extract splice site and exon information, respectively, from the Ensembl 100 gene transfer format (GTF) file (https://ftp.ensembl.org/pub/release-100/gtf/mus_musculus/Mus_musculus.GRCm38.100.gtf.gz). The extracted genomic information was incorporated into HISAT2 index files, using the hisat2-build command. After building enhanced genome index files, trimmed reads were aligned with HISAT2 v2.1.0 and then piped through SAMtools v1.10 (Li et al., 2009) to convert aligned reads to binary alignment style (BAM) and then to sort BAM reads by position, using the following command: hisat2 –q -–phred33 -rna-strandness– RF -–no-mixed -–no-discordant -–new-summary -–threads 9 –x *GENOME_INDEX* −1 *PAIR1_FILE.fastq.gz* −2 *PAIR2_FILE.fastq.gz* | samtools view –u @9 | samtools– sort –n –O bam –o *OUTPUT_FILE_sorted_byName.bam* –@9. Gene counts were estimated using the htseq-count command from HTSeq v0.12.4 (Anders et al., 2015) with the GRCm38.p6 Ensembl 100 GTF annotation (options: -–format=bam -–order=name -–stranded=reverse -–type=exon -idattr=gene_id– -–additionalattr=gene_name– -–mode=intersection-nonempty).

Analysis of gene counts was conducted using R v4.0.2 (https://www.r-project.org/, accessed 12 February 2021) and Bioconductor v3.11 (Gentleman et al., 2004; Huber et al., 2015) packages in the RStudio v1.3.959 (https://www.rstudio.com/) integrated development environment with a customized script (Dataset 2) based on a maintained Bioconductor workflow package from the Gordon Smyth laboratory (https://www.bioconductor.org/packages/release/workflows/vignettes/RnaSeqGeneEdgeRQL/inst/doc/edgeRQL.html, last updated 13 June 2020; Chen et al., 2016). 

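In TCDD replicate 1, the pool that was left out of the paper's fit, the genes that respond most to AHR were raised, but many other genes lay between the vehicle pools and the other TCDD pools. *Cyp1a1* was at 129 CPM in this pool and *Cyp1b1* at 319 CPM, against a highest vehicle pool of 0.0723 and 12.1 CPM. Markers of mesenchyme had a mean log2 CPM of 3.54 in it, nearer the vehicle pools than the other TCDD pools, and those of leukocytes 1.03, within the vehicle range of 0.696 to 1.40, as was TCDD replicate 4 (1.33). On log2 CPM, the first principal component (52.0% of the variance) put vehicle replicates 1 to 4 at −30.3, −24.0, −24.7 and −19.9, TCDD replicates 2 to 4 at 32.0, 29.6 and 37.7, and TCDD replicate 1 at −0.255. The second component (16.9%) set this pool apart at 34.2, with the others between −16.3 and 8.19. Its mean correlation was 0.980 with the other TCDD pools and 0.982 with the vehicle pools, whereas each other pool correlated better with its own group. Its share of read pairs that did not align was 8.62%, against 5.09% to 6.88% in the other pools, and its 10 most abundant genes took 7.58% of counts, against 5.91% to 6.53%. Its 23210808 counts over both lanes were more than those of TCDD replicate 3. Mitochondrial genes took 1.02% to 1.89% of counts, 1.02% of them in TCDD replicate 1. Y-linked genes had 4020 to 6864 counts in the 8 male pools, and *Xist*, which is transcribed from the inactive X chromosome of females, 4 to 17 counts apart from 86 in TCDD replicate 3.

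**Figure D4:**
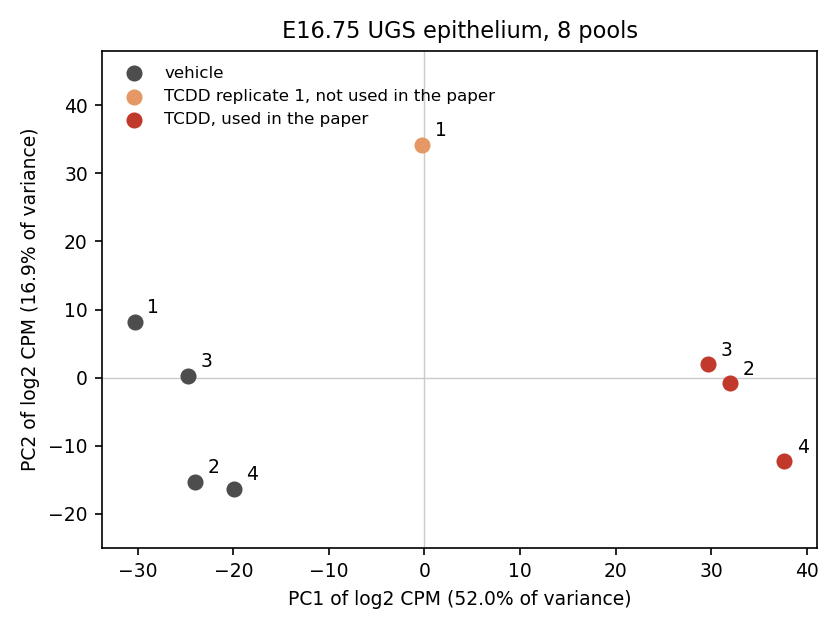
Principal components 1 and 2 of log2 CPM for the 8 pools, which hold 52.0% and 16.9% of the variance. The 4 vehicle pools lie at the left, TCDD replicates 2 to 4 at the right, and TCDD replicate 1 lies between them on component 1 and above them on component 2.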

Counts from technical replicates split across sequencing lanes were averaged, and initial exploratory data analysis (i.e. gene variance heatmaps and PCA plots) revealed an outlier TCDD sample, which was removed. The Bioconductor package, edgeR v3.30.3, was used to normalize gene counts and determine differential expression (Robinson and Smyth, 2007, 2008; Robinson and Oshlack, 2010; Robinson et al., 2010; McCarthy et al., 2012; Lun et al., 2016). Briefly, genes were filtered using their filterByExpr function to exclude those with low counts in a minimum number of samples across libraries (Chen et al., 2016; Lun et al., 2016). Filtered genes were then normalized across samples using the trimmed mean of M values (TMM) method to minimize composition bias between libraries (Robinson and Oshlack, 2010). Differential expression of genes was determined using functions from edgeR, which uses the negative binominal generalized linear model extended by quasi-likelihood methods to fit the count data, the Cox–Reid profile-adjusted likelihood method to calculate dispersions, and empirical Bayes quasi-likelihood *F*-tests, while differential expression above a logarithmic fold change threshold of log_2_(1.5) between experimental and control samples was subsequently determined using a version of the *t*-tests relative to a threshold (TREAT) method (McCarthy and Smyth, 2009; McCarthy et al., 2012; Chen et al., 2014). The ‘robust=TRUE’ option was used to protect the empirical Bayes estimates against the possibility of outlier genes with wide ranging individual dispersions. Genes with a Benjamini–Hochberg FDR-adjusted *P*≤0.05 were considered significantly differentially expressed. The biomaRt v2.44.1 package was used to connect Ensembl gene identifier information to Ensembl BioMart annotation information (e.g. gene symbols, biotypes), and the volcano plot was made using ggplot2 and ggrepel (Durinck et al., 2005, 2009; Wickham, 2009; https://rdrr.io/cran/ggrepel/, accessed 12 February 2021). Heatmaps were made using the R packages dendextend v1.13.4 and ComplexHeatmap v2.4.2 (Durinck et al., 2005, 2009; Galili, 2015; Gu et al., 2016). Heatmap clustering was derived from TMM-normalized, variance-stabilized transformed gene values scaled by *z*-score (Love et al., 2015). Sequencing data and processing details have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO; accession number GSE166395).

### RNA isolation and RT-PCR

Neonatal and fetal prostates were homogenized, as described previously (Tengowski et al., 1997). RNA was purified with an Illustra RNAspin minikit (GE Healthcare, Pittsburgh, PA, USA) and reverse transcribed with a SuperScript III First Strand Synthesis System (Invitrogen, Carlsbad, CA, USA). Real-time RT-PCR was performed in 10.5 µl reactions containing 1× SsoFast EvaGreen Supermix (Bio-Rad Laboratories, Hercules, CA, USA), 0.48 μM PCR primers and 3.75 µl cDNA, and amplified using a CFX96 PCR machine (Bio-Rad Laboratories). PCR primers are listed in Table S3, with *Ppia* used as an internal loading control. Relative mRNA abundance was determined by the deltaCt method, as described previously (Livak and Schmittgen, 2001).

### Statistics

The number of mice per group ranged from four to 11, and groups represented at least three independent litters. Power calculations were performed to determine the number of mice needed in each experiment. Statistical analysis was performed using GraphPad Prism 8 (version 8.2.1), and a difference between means was considered significant at *P*≤0.05. Differences among or between groups were identified using one-sided unpaired Student's *t*-test (intervoid interval, TH^+^, VaChT^+^, TUBB3^+^ axon density quantification, GCaMP analysis, tissue bath analysis, RT-PCR), one-way ANOVA (CGRP axon density quantification), repeated measures two-way ANOVA (frequency dose response, guanethidine quantification) and non-linear regression model (least squares, phenylephrine dose response). Bartlett's test was used to determine homogeneity of variance before using ANOVA to determine whether a parametric or nonparametric test could be used. Data that did not meet the criteria for homogeneity of variance or normality were transformed (log or square root). The Grubb's test identified extreme studentized deviates, and significant outliers were excluded from analysis. We concluded that these tissues sections were adjacent to an intramural ganglion, and they were removed from statistical analysis.

### Study approval

All procedures were approved by the University of Wisconsin Animal Care and Use Committee and conducted in accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals.

## Supplementary Material

Supplementary information

# Supplementary material for: A mechanism linking perinatal 2,3,7,8 tetrachlorodibenzo-p-dioxin exposure to lower urinary tract dysfunction in adulthood
**Source:** Dis Model Mech. 2021 Jul 27;14(7):dmm049068. doi: 10.1242/dmm.049068
**Supplement:** Supplementary information

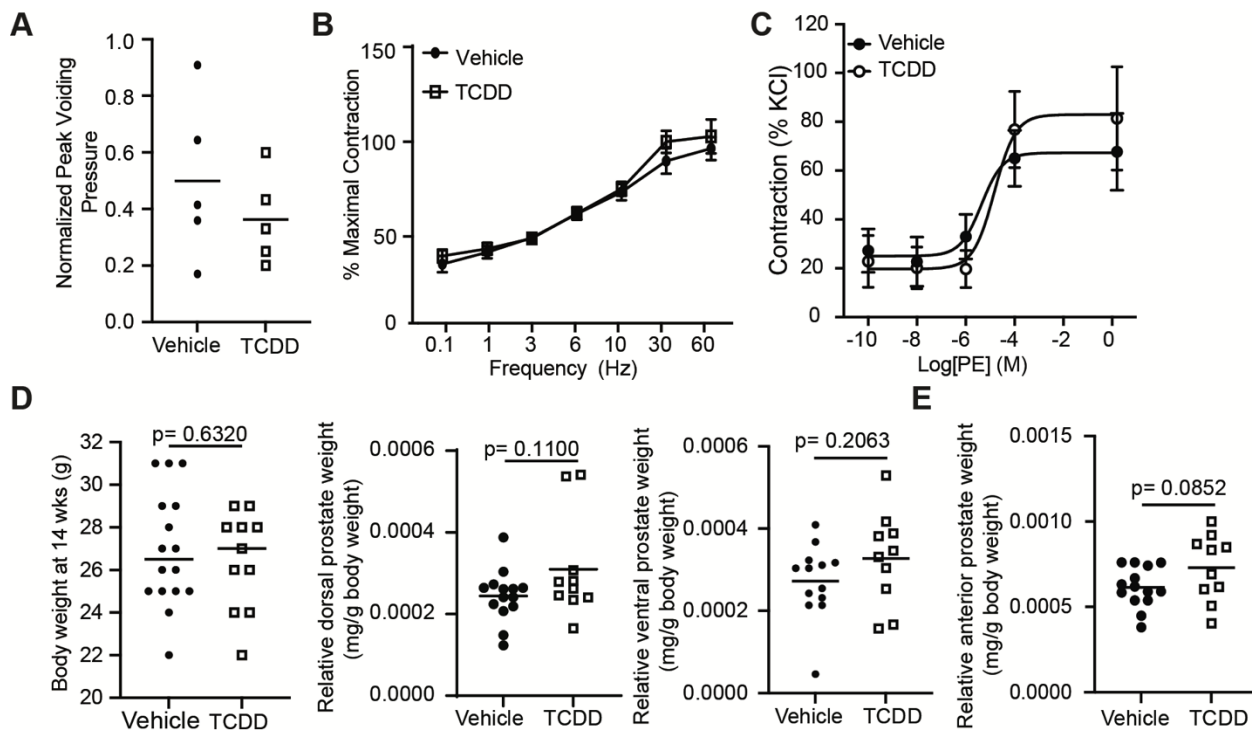

Fig. S1. TCDD exposure does not change body weight, prostate weight, response to alpha adrenergic agonist, or frequency dose response in bladder. (A) TCDD exposure does not change the peak voiding pressure during anesthetized cystometry. (B) TCDD exposure in the bladder does not significantly change the response to electrical field stimulation at any frequency (0.1-60 Hz) compared to vehicle. (C) TCDD exposure does not significantly shift the dose response to α -adrenergic agonist (phenylephrine), and the EC₅₀ is the same for both groups ($p = 0.8031$, EC₅₀ = 1.932). The baseline was set to 0.7g so tissues are considered baseline at 70%, shown by the dotted line. (D) *In utero* and lactational TCDD exposure does not change body weight (grams) at 14 weeks. (E) *In utero* and lactational TCDD exposure does not change the dorsal, ventral, or anterior prostate weight normalized to body weight. Students t-test was used to assess differences between groups in panel A, D, and E. Panel B an two-way ANOVA was used to analyze differences between groups at various frequencies. Non-linear regression analysis was used to analyze the phenylephrine dose response in panel C.

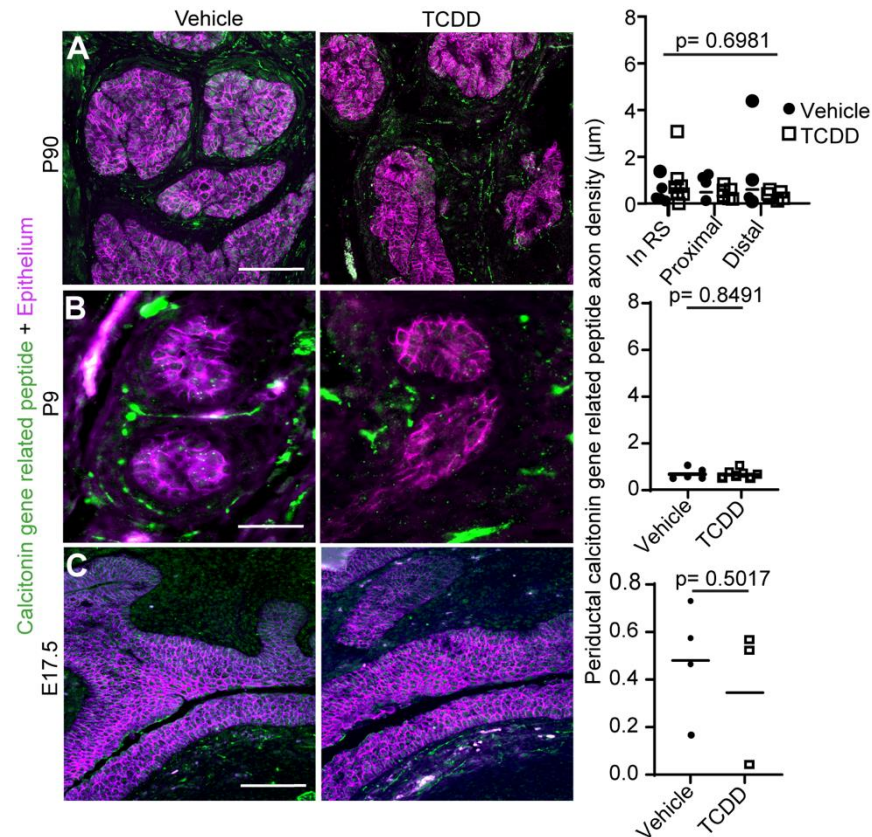

Fig. S2. TCDD does not change calcitonin gene-related peptide (CGRP+) axon density dorsal prostate.

Pregnant C57BL/6J mice were dosed with TCDD (1 µg/kg maternal dose, po) or vehicle (5 mL/kg, po), and prostates were collected on E17.5, P9, and P90 (Panel A-C). P90 axon density was quantified in three distinct regions: inside the rhabdosphincter (In RS), proximal to the rhabdosphincter, and distal to the rhabdosphincter because sensory axon densities differ along the proximo-distal ductal axis. Prostate tissue sections were stained via immunohistochemistry to identify axons (green) and epithelium (magenta). The density of CGRP+ axons was quantified within a 10 µm band around the prostate ducts. The density of CGRP+ axons does not differ between vehicle and TCDD exposed mice. Results are from 4-7 mice per group belonging to at least three independent litters per group, and differences of $p \leq 0.05$ were considered significant. Students t-test was used to assess differences between groups. Scale bars represent 50 µm for P90 and P9 and 100 µm for E17.5.

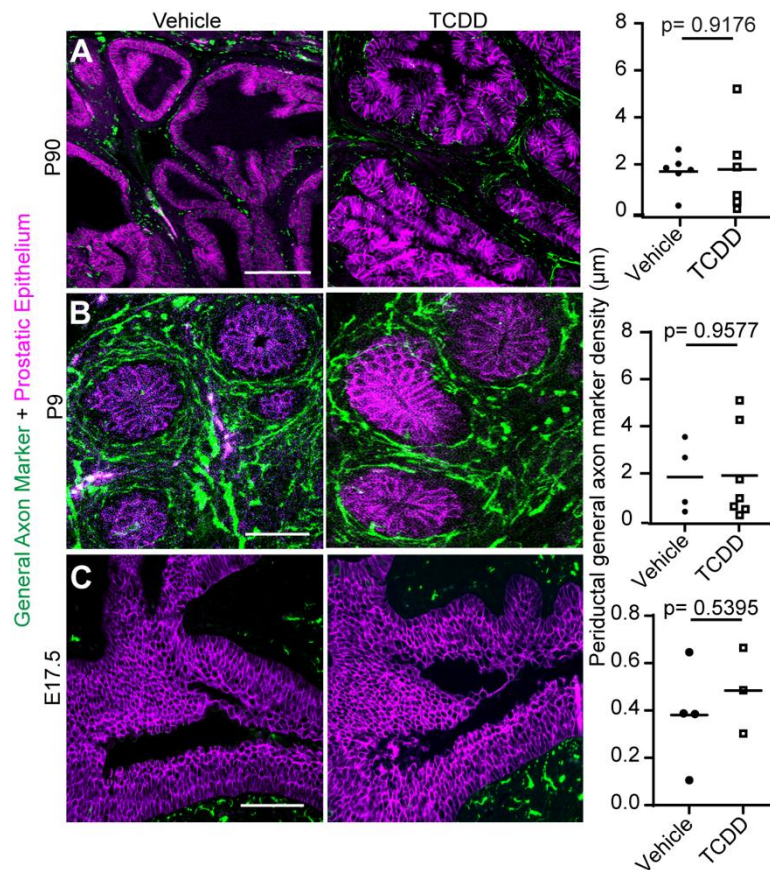

Fig. S3. TCDD does not change beta 3 tubulin (TUBB3+) axon densities in dorsal prostate. Pregnant C57BL/6J mice were dosed with TCDD (1 μg/kg maternal dose, po) or vehicle (5 mL/kg, po), and prostates were collected on postnatal day E17.5, P9, and P90. Prostate tissue sections were stained via immunohistochemistry to identify TUBB3 + axons (green) and epithelium (magenta). The density of TUBB3+ axons was quantified within a 10 μm band around the prostate ducts. The density of TUBB3+ axons does not differ between vehicle and TCDD exposed mice. Results are from 4-5 mice per group belonging to at least three independent litters per group, and differences of $p \leq 0.05$ were considered significant. Scale bar is 50 μm for P50 and P9 and 100 μm for E17.5. Student's t-test was used to assess differences between groups. Scale bars represent 50 μm for P90 and P9 and 100 μm for E17.5.

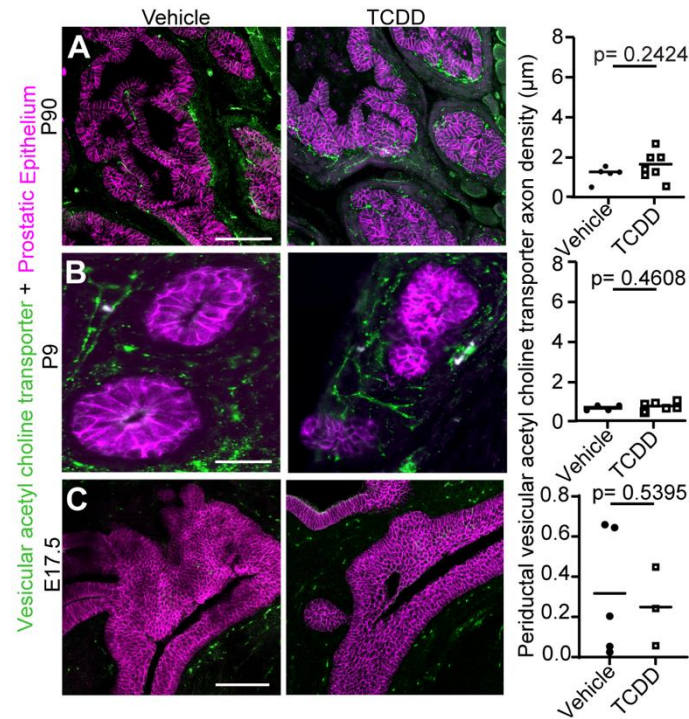

Fig. S4. TCDD does not change vesicular acetylcholine transporter (VACHT+) axon densities in dorsal prostate. Pregnant C57BL/6J mice were dosed with TCDD (1 µg/kg, po) or vehicle (5 mL/kg, po), and prostates were collected on E17.5, P9, and P90. Prostate tissue sections were stained via immunohistochemistry to identify axons (green) and epithelium (magenta). The density of VACHT+ axons does not differ between vehicle and TCDD exposed mice. Results are from 4-5 mice per group belonging to at least three independent litters per group, and differences of $p \leq 0.05$ were considered significant. Scale bar is 50 µm for P50 and P9 and 100 µm for E17.5. Student's t-test was used to assess differences between groups. Scale bars represent 50 µm for P90 and P9 and 100 µm for E17.5.

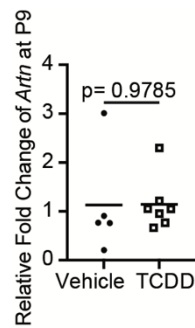

Fig. S5. Postnatal day 9 mouse prostatic *Arnt* mRNA abundance no longer differs between mice that were exposed to TCDD (1 µg/kg maternal dose, po) or vehicle (5 mL/kg, po) on E13.5. RT-PCR was performed on isolated P9 urogenital sinuses and normalized to *Ppia* abundance as an internal control. Results are from 6-7 mice deriving from at least three independent litters, and differences of $p \leq 0.05$ were considered significant. Students t-test was used to assess differences between groups.

Table S1. Antibodies

Antibody	Vendor/Catalog Number	Antibody registry number (RRID)	Host Species	Dilution	Antibody Characterization
Tyrosine hydroxylase (TH)	EMD Millipore/ AB152	AB_390204	Rabbit Polyclonal	1:300	(Van Kampen <i>et al.</i> , 2015)(Johnson <i>et al.</i> , 2015)(Bentea <i>et al.</i> , 2015)
Vesicular acetylcholine transporter (VACHT)	EMD Millipore/ ABN100	AB_2630394	Goat Polyclonal	1:250	(Turco <i>et al.</i> , 2019)
Calcitonin gene-related peptide (CGRP)	Sigma Aldrich/ C8198	AB_259091	Rabbit Polyclonal	1:100	(Turco <i>et al.</i> , 2019)
β III tubulin (TUBB3)	Abcam/ab78078	AB_2256751	Rabbit Polyclonal	1:100	(Turco <i>et al.</i> , 2019)
E-Cadherin (CDH1)	Cell Signaling Technology/3195S	AB_2291471	Rabbit Monoclonal	1:200	(Vasilaki <i>et al.</i> , 2018)(Drubay <i>et al.</i> , 2018)(Lloyd-Lewis <i>et al.</i> , 2018)
E-Cadherin (CDH1)	BD Transduction Labs/610181	AB_39580	Mouse Monoclonal	1:100	(Wegner <i>et al.</i> , 2017)
Alexa Fluor 488-AffiniPure Anti-mouse IgG	Jackson ImmunoResearch 715-545-150	AB_2340846	Donkey	1:250	
Rhodamine-red-X AffiniPure Anti-Rabbit IgG	Jackson ImmunoResearch 711-295-152	AB_2340613	Donkey	1:250	
Alexa Fluor 647-AffiniPure Anti-Rabbit IgG	Jackson ImmunoResearch 711-605-152	AB_2492288	Donkey	1:250	
Alexa Fluor 488-AffiniPure Anti-Goat IgG	Jackson ImmunoResearch 705-545-003	AB_2340428	Donkey	1:250	

Table S2. FASTA sequences used in Mouse_Adapters.fa for Skewer adapter trimming

```

>Illumina Multiplexing Adapter 1
GATCGGAAGAGCACACGTCT
>Illumina_TrueSeq_Adapter_Index_1
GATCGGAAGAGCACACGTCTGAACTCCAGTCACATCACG
>Illumina_TrueSeq_Adapter_Index_2
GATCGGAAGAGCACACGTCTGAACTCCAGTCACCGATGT
>Illumina_TrueSeq_Adapter_Index_3
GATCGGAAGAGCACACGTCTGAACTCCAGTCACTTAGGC
>Illumina_TrueSeq_Adapter_Index_3a
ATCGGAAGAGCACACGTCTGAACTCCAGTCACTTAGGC
>Illumina_TrueSeq_Adapter_Index_4
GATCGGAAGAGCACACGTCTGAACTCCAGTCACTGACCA
>Illumina_TrueSeq_Adapter_Index_5
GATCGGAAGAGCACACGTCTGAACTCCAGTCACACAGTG
>Illumina_TrueSeq_Adapter_Index_6
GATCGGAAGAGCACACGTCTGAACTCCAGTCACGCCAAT
>Illumina_TrueSeq_Adapter_Index_7
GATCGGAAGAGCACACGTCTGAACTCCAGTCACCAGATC
>Illumina_TrueSeq_Adapter_Index_8
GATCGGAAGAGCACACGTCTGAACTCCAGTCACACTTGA
>Illumina_read2_adapter_segment
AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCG
>Illumina_read2_adapter_segment01
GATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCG
>Illumina Multiplexing Index Read Sequencing Primer
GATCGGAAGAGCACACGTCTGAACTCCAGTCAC
>Illumina_read_adapter_segment_1
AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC
>Illumina_read_adapter_segment_2
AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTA

```

Table S3. RT-PCR primers

Target	NM Number	Left Primer	Right Primer
<i>Artn</i>	NM_011037.4	CTGGACCCAATGTCCCGCAG	AGTGTGTCCCCCTACCAGGC
<i>Ppia</i>	NM_008907.2	TCTCTCCGTAGATGGACCTG	ATCACGGCCGATGACGAGCC

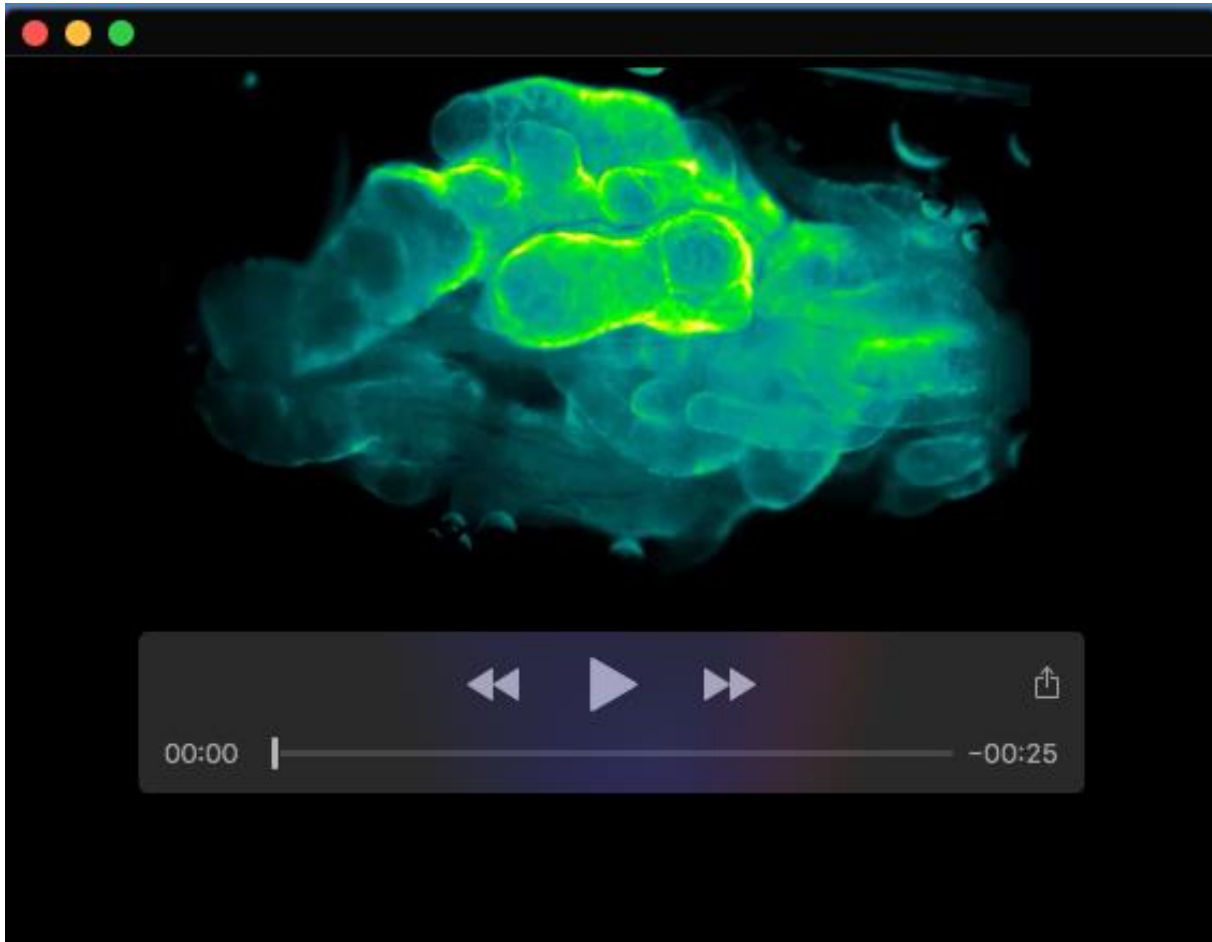

Movie 1. Vehicle-exposed prostate tissue stimulated with 0.1 Hz and 60 V for 10 seconds and imaged at 20X. Video is pseudocolored, with yellow showing maximal contraction and blue showing minimal.

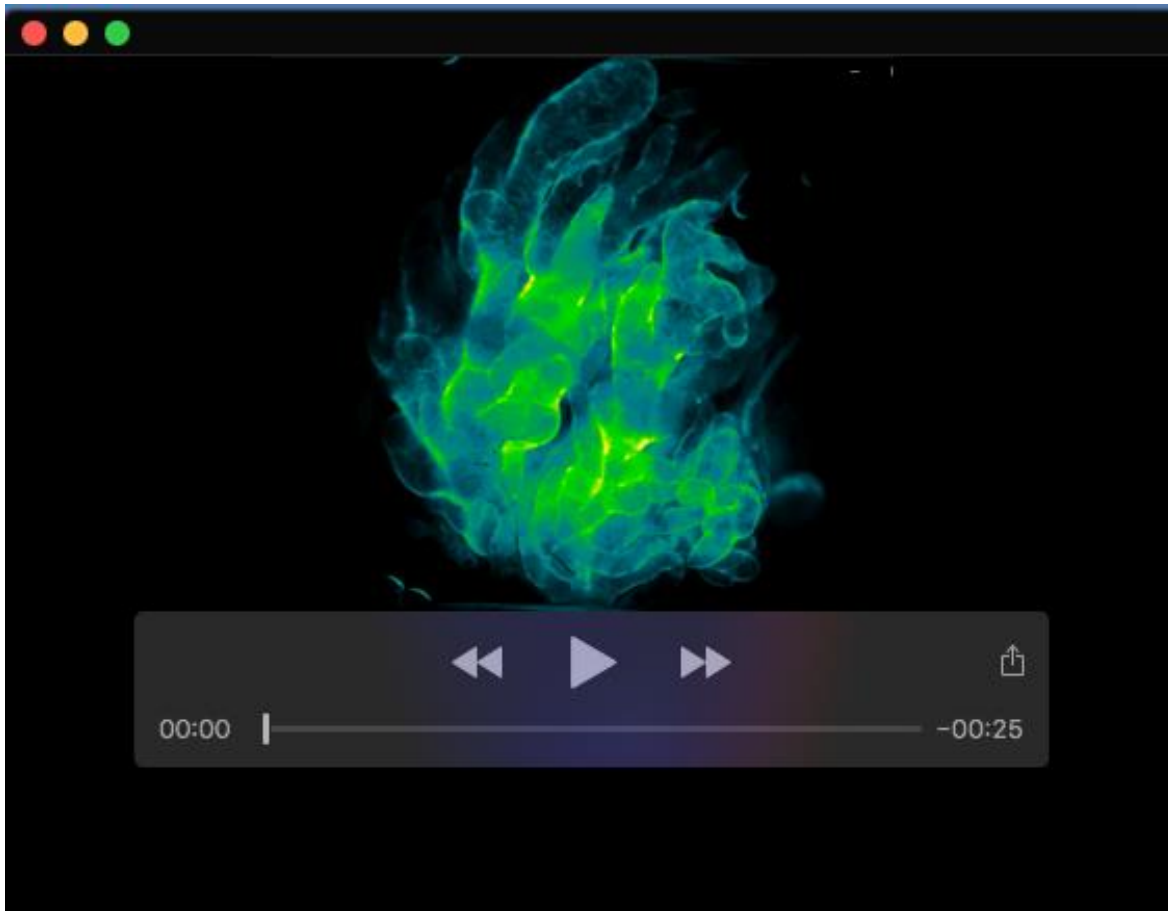

Movie 2. TCDD-exposed prostate tissue stimulated with 0.1 Hz and 60 V for 10 seconds and imaged at 20X. Video is pseudocolored, with yellow showing maximal contraction and blue showing minimal.

Dataset 1. Differential gene expression results as determined by edgeR.

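The authors' deposited table lists log2 fold changes and adjusted p-values for 14233 genes, the same 14233 genes that passed the count filter over the 7 pools. The largest difference in log2 fold change between the authors' deposited table and the refit was 2.1e-14, and Pearson's r across genes was 1. All 3276 genes that the authors' deposited table calls by the quasi-likelihood test (1688 higher, 1588 lower) and all 573 that it calls by TREAT (368 higher, 205 lower) were called by the refit. In the authors' deposited table, 529 of the TREAT genes are protein coding, 19 are long intergenic noncoding RNAs and 12 are antisense RNAs. It gives *Artn* a log2 fold change of 2.51, an FDR of 2.32e-07 by the quasi-likelihood test and an FDR of 1.55e-06 by TREAT.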

[Click here to download Dataset 1](#)

Dataset 2. Differential gene expression R script.

[Click here to download Dataset 2](#)

How the deposited data were processed for this re-analysis (not part of the article)

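Gene expression was measured by RNA-seq in UGS epithelium of male mouse fetuses on E16.75, in 4 pools from vehicle-exposed and 4 pools from TCDD-exposed dams, each sequenced on 2 lanes. By the paper's methods, the authors examined the reads with FastQC 0.11.9, trimmed them, aligned them to GRCm38.p6 with HISAT2 2.1.0, whose index is described as built with Bowtie2 2.4.1, and sorted them with SAMtools 1.10. The authors then made the deposited counts with htseq-count of HTSeq 0.12.4, in reverse-stranded mode over exons, so that read pairs are counted on the gene's own strand. Pairs that align to several places are dropped, as are pairs that overlap more than 1 gene and cannot be assigned to 1 of them. The deposited count table holds 16 columns, each of which was matched to a pool and lane by the library name in the sample labels, and 55487 genes, of which 27921 have any count. Its last lines, which name no gene (no feature, ambiguous, not aligned, not unique), hold 17.4% to 20.1% of the read pairs of a column and were kept out of library sizes and tests. The authors' deposited comparison tables give log2 fold changes of TCDD over vehicle, p-values with their FDR, the −log10 of the FDR and, as a score, the quasi-likelihood F statistic, which the authors computed with edgeR 3.30.3 in R 4.0.2 after averaging lanes and removing TCDD replicate 1. For the quasi-likelihood table, the removal of this pool was read from its values. These tables were used for the overlap with the refit alone.

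The lanes of a pool were averaged, as the authors did, and genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15). Over both lanes a pool held 22254896 to 28146766 counts, and 19414 to 20726 genes had a count in a column. Library sizes were scaled by TMM, and vehicle and TCDD were compared with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F-test, with robust estimation and the legacy method of the authors' version, and by TREAT against a 1.5-fold change. Both kinds of p-value were adjusted by Benjamini-Hochberg over all tested genes at a threshold of 0.05, and an adjusted p of a gene in the text comes from the quasi-likelihood test unless TREAT is named. Standard errors of log2 fold changes come from the same fits. The common dispersion was 0.00845 over 7 pools and 0.0130 over 8. No covariate entered the fit, since the labels name no batch other than the lane, and each pool was on both lanes.

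Each test was tried on simulated data with the means and library sizes of the real pools, after the real counts had first been fitted. In a simulation of the 7 pools (14193 genes), edgeR's quasi-likelihood test recovered 52%, 84%, 97.9% and 100% of genes changed 1.5-, 2-, 4- and 8-fold, TREAT recovered 2%, 56%, 97.9% and 98%, and 3.16% of the quasi-likelihood calls were false. In a simulation of the 8 pools (14041 genes), the quasi-likelihood test recovered 67.3%, 83.7%, 100% and 97.9%, TREAT recovered 0%, 55.1%, 93.8% and 97.9%, and 7% of the quasi-likelihood calls were false. A simulated list of 30 genes raised 1.5-fold was called by camera with either correlation and by fry, and 0 of 10 unchanged lists were. The simulation matched means and library sizes, not the correlation between the genes of a real list. Over the 7 real pools, that estimated correlation ran from −0.0929 for neuronal genes to 0.740 for genes of the mitochondrial genome. The unchanged lists therefore cannot show how often camera with its preset correlation makes false calls in lists of correlated genes.

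In all, 39 gene lists of pathways, other cell types and library checks were drawn up from general knowledge, with Fig. 4B already seen. The 30 lists with at least 5 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and at an estimated one, and with fry, which asks whether the genes of a list move, on balance, one way. Genes named in the text were chosen by a rule: the 20 with the smallest quasi-likelihood adjusted p; the 10 largest rises and 10 largest falls among the TREAT calls with a mean of at least 1 CPM and pools that do not overlap; every gene that the paper names in its text or in Fig. 4B, whose direction in the heat map had been seen; up to 4 members of each list with the smallest adjusted p, and any neurotrophic factor, receptor for one or AHR gene; and the 5 members with the highest mean count of each list of another cell type that is described. Of the 244 genes so chosen the text names a part, and a gene outside the rule is said to be named after its values were seen. Results for a few of the genes are not reported here.

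Coordinates are 1-based and come from an annotation of GRCm38, the assembly that the authors used. Read pairs shared by near-identical genes are dropped by the authors' counting, and some genes overlap another annotated gene on the same strand, so that the counts of *Arnt*, *Arnt2*, *Atp5c1*, *Ces1d*, *Chrm3*, *Col1a2*, *Col3a1*, *Eda*, *Epha4*, *Gfra4*, *Hsd17b2*, *Lama2*, *Mgst2*, *Nccrp1*, *Nfe2l2*, *Ntrk2*, *Rara*, *Robo2*, *Sema3a*, *Synpo2*, *Tubb3*, *Ugt1a7c* and *Xist* may be uncertain. The overlaps were taken over whole genes with their introns, not over exons alone. The alternatives tried were all 8 pools, each pool left out in turn, the replicate number as a block, lanes summed or taken singly, other filters, scaling by relative log expression, upper quartile or library size alone, DESeq2 1.42.0, limma-voom with and without sample quality weights, and other thresholds. Tables and figures were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The paper's RT-PCR, in situ hybridization, histological and voiding measurements were not analysed here.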

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

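The tests of depth, of the share of genes in which a pool is the highest or lowest, of mesenchyme in TCDD replicate 1 (which replaced a test whose outcome was known), of bladder epithelium, of scaling in edgeR alone (narrowed to edgeR after the value under DESeq2 was seen) and of the median fold of the genes that fell were chosen only after the result was seen, and every test was written after a first exploratory fit.

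TCDD replicate 1 lay 42.4% of the way from the vehicle pools to the other TCDD pools on the first principal component. Vehicle RNA mixed into this pool would leave every gene at 1 fraction of its rise, but *Cyp1a1* stood at 64.1% and *Cyp1b1* at 93.5%, above the quartiles of 12.5%, 27.6% and 48.5% over the 368 genes that rose beyond 1.5-fold (the 205 that fell had reached 41.6%, 61.0% and 84.3% of their fall, quartiles that hold the value of *Cyp1a1* but not that of *Cyp1b1*), and the pool was the highest or lowest of the 8 in 26.1% of 9948 genes, barely above the chance share of 25%, which adds little. More mesenchyme in the pool would dilute epithelial genes as much as the genes that rose, but 6 of them had a median ratio to the other TCDD pools of 1.04 (0.709 to 1.08), against quartiles of 0.370, 0.536 and 0.678 for the genes that rose, which argues against it as the whole cause. Lower depth is argued against by TCDD replicate 3, which held 22254896 counts and sits with its own group. A smaller response of these fetuses, in AHR targets as well as other genes, or a difference in their stage, stays open and was not tested.

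Genes of epidermal differentiation and of the urothelium, which the paper does not discuss as groups, were mostly higher with TCDD (30 of 39 and 15 of 19, with 1 urothelial gene lower), but the call of the urothelial list was lost with an estimated correlation (camera adjusted p = 0.0858 over 7 pools and 0.231 over 8). The choice among scalings is argued against by the lowest medians under 4 others, a log2 fold change of 1.26 for the epidermal and 0.80 for the urothelial list. These 4 shifted genes by a median of −0.0388 (log2) at most, so a larger error of normalization was not tested. More bladder epithelium in the TCDD pools cannot be told apart from a change within the UGS epithelium: the epidermal list, with a median of 1.29 (quartiles 0.36 and 2.29), did not rise beyond the upper quartile of 1.37 of the urothelial list, and 5 uroplakin genes had a median of 1.32. The bladder was removed by hand, and no gene listed separates its lining from that of the urethra. A squamous or urothelial shift of the epithelium after TCDD may remain as a hypothesis.

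Of the genes changed beyond 1.5-fold, 205 fell. Less mesenchyme in the TCDD pools cannot be told apart from lower expression in the epithelium by the test set for it. Of these genes, 17.1% (35) dropped by more CPM than each of 3 collagens chosen for this test, *Col3a1* (a drop of 28.9 CPM), *Col1a1* (8.16) and *Col1a2* (5.29). That share lay between the bounds set for the test, and the median drop over the 205 was 6.96 CPM. A drop in CPM also depends on how abundant a gene is, so this test cannot decide. In TCDD replicate 1, markers of mesenchyme lay within the vehicle range (mean log2 CPM 3.54 against 3.14 to 3.96). The 205 genes had still reached a median of 61.0% of their fall there, but this rests on 1 pool. The choice among settings is argued against as the cause of the falls. The median log2 fold change of the 205 genes was −1.39, and −1.39 or lower under each of 4 other settings. At least 99.0% of these genes passed the same test in edgeR under 3 other scalings. Under DESeq2 62.9% passed, with the median at −1.40, so that fewer genes passed while the median fold was as large. The 4 settings shifted all tested genes by a median of −0.0388 (log2) at most, so a larger error of normalization was not tested. Repression by TCDD in the epithelium stays open beside these and was not tested.

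A pool far from the others of its group was looked for in 222 groups of 4 pools by Dixon's test (its 95% critical value); 22 groups had one, 14 of them in TCDD replicate 1. Chance would flag about 1 in 20 independent groups, or 11.1 of these, but the groups share the same pools. Many of the genes were also chosen from the fit without TCDD replicate 1, which favors genes that are alike in the other TCDD pools. The counts of 22 and 14 can therefore not be set against chance. TCDD replicate 1 was far above the nearest other TCDD pool for *Arnt2* (20.7 CPM against 14.2), *Ces1d* (9.03 CPM against 2.99), *Col3a1* (23.8 CPM against 8.42), *Dcn* (91.1 CPM against 56.0), *Fbn1* (23.1 CPM), *Foxa2* (29.1 CPM against 12.4), *Hdc* (2.07 CPM against 0.341), *Robo2* (38.5 CPM against 22.1), *Sfrp2* (73.2 CPM against 37.1), *Synpo2* (69.7 CPM against 47.2) and *Th* (7.58 CPM against 3.19), and far below it for *9530034E10Rik* (3.04 CPM against 19.6), *Gjb6* (57.0 CPM against 112) and *Gm9573* (0.661 CPM against 3.57). Other pools lay apart for *Efna3* in vehicle replicate 4 (21.4 CPM against 18.2), *Pmaip1* in vehicle replicate 4 (9.32 CPM against 6.94), *Grp* in TCDD replicate 2 (0.319 CPM against 0.178), *Lgr5* in vehicle replicate 3 (44.0 CPM against 50.5) and *Sox15* in TCDD replicate 3 (26.2 CPM against 23.3). *Xist* had 86 counts in TCDD replicate 3 against 17 in the nearest TCDD pool, erythroid genes 527 counts in vehicle replicate 2 against 43, and mesenchymal markers a mean log2 CPM of 3.14 in vehicle replicate 3 against 3.83.

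In data that the paper did not use, a signal above that of the vehicle pools appeared in TCDD replicate 1 for *Cyp1a1* (129 CPM, highest vehicle pool 0.0723), *Cyp1b1* (319 CPM, highest vehicle pool 12.1) and *Artn* (20.1 CPM, highest vehicle pool 7.58). Among genes that the paper does not discuss, the medians of the log2 fold changes were 0.23 for phase II and antioxidant genes and 1.29 for epidermal differentiation genes.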

How the results depend on the processing

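The alternatives that start from all 8 pools and leave out a pool or change scaling, filter, lanes or tool were chosen after seeing the data. *Artn* kept its direction and passed the test under all 23 alternatives (log2 fold change 2.36 to 2.69, adjusted p from 4.01e-47 to 9.38e-05), and no named gene that passed the test changed sign. Of 3276 genes changed over 7 pools, 1957 have an adjusted p of at most 0.01; a pool left out gave 2250 to 3214 (lowest without TCDD replicate 4) and all 8 pools 1884. Beyond 1.5-fold, the 573 genes became 193 over 8 pools, 374 with limma-voom, 174 with limma-voom quality weights over 8 pools and 372 to 597 with a pool left out. TREAT against 2-fold called 211 and against 1.2-fold 1531, and an adjusted p with an estimated change beyond 1.5-fold called 1537, as these thresholds are built to. Over 8 pools, a pool left out gave 1281 to 3276 changed genes and 101 to 573 beyond 1.5-fold, both highest without TCDD replicate 1, and limma-voom 85 beyond 1.5-fold. With library sizes unscaled, 828 genes were higher and 1193 lower over 8 pools, against 1041 and 843 with TMM, while under no scaling tried over 7 pools did the median of all genes shift by more than −0.04 (log2). The rank of *Artn* by TREAT p, 17, became 12 to 60 with a pool left out, 29 with lanes summed, 27 on lane 3, 21 with library sizes unscaled, 25 with DESeq2 and 24 without robust estimation. Camera called 14 of 30 lists, fry 14 and camera with an estimated correlation 3, those of AHR, phase II and epidermal genes; with that correlation 0 lists were called with the replicate number as a block over 7 pools or with quality weights over 8, 1 with the block over 8 and 2 over 8 pools, so that these 3 calls do not hold under every alternative. Among neurotrophic factors, receptors and axon guidance genes 38 changed (28 to 43 under the alternatives). Apart from the thresholds, the cause was not tested.

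Whether the replicate numbers pair the pools could not be settled from so few pools. In deviations from the group means, pools of the same number correlated at −0.157, 0.0101 and −0.140 over 7 pools. Over 8 pools they correlated at 0.369, −0.0442, −0.136 and 0.111, and of all these only number 1 correlated best with its own. With the number as a block, 2424 genes changed over 7 pools (3276 without it) and 2088 over 8 (1884 without it). Beyond 1.5-fold, 510 changed over 7 pools (573 without the block) and 284 over 8 (193 without it).

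Of 89 named genes tested singly that changed over 7 pools, 70 passed under every alternative in which they were tested (*Gm9573* in 20 of the 23), and *Acta2*, *Atp5c1*, *C1qa*, *Ccnd1*, *Dcn*, *Edn3*, *Foxa2*, *Gfra4*, *Gmfb*, *Lyz2*, *Mcm6*, *Mdk*, *Nkd2*, *Ntrk2*, *Sema3a*, *Sfrp2*, *Th*, *Uchl1* and *Uqcrb* did not; *Calca* and *Ret* passed under some alternatives alone. Other splits of the pools gave at most 1 changed gene against 3276 and 0 beyond 1.5-fold against 573 over 7 pools. Over 8 pools they gave at most 98 against 1884 and 0 against 193. The real split was the only 1 of 35 with as many, which argues against a random grouping of the pools. But 35 splits allow no smaller share, and the set of 7 pools had already left out an outlier. A difference in litter or handling shared by a group would pass the same test and is not excluded. The 98 came from vehicle replicate 4 with TCDD replicates 2 to 4 against the rest. Depth limits *Cyp1a1*, with at most 1 count in a vehicle pool as the mean of its lanes, and *Gdnf*, too low to test.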

Other observations

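The lists of genes were drawn up before the counts were seen, but with Fig. 4B known. Genes of cholesterol synthesis rose, 11 of 24 tested (12 adjusted over the list alone; camera adjusted p = 0.00194, and 0.629 with an estimated correlation), among them *Sc5d* and *Lss*, which encode enzymes of its late and middle steps (log2 fold changes 0.56 and 0.51), and 8 rose over all 8 pools. Of 20 genes of p53 signaling and apoptosis, 7 rose (8 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.00194, and 0.308 with an estimated correlation), among them *Perp*, *Btg2* and *Cdkn1a* (log2 fold changes 0.59, 0.82 and 0.63) and *Pmaip1*, seen in Fig. 4B beforehand; 7 also rose over 8 pools. Of 23 genes of gap and tight junctions, 8 rose and 2 fell (the same adjusted over the list alone; camera adjusted p = 2.16e-04, and 0.332 with an estimated correlation), among them the connexin gene *Gjb5* (log2 fold change 1.85), and 4 rose over 8 pools. Of 40 cell cycle genes, 3 fell (3 adjusted over the list alone; camera adjusted p = 0.0371, and 0.701 with an estimated correlation), the cyclin genes *Ccnd2* and *Ccnd1* (log2 fold changes −0.45 and −0.62) and *Mcm6* (log2 fold change −0.27), a helicase subunit; *Ccnd1* lost the call without TCDD replicate 2 or 4 (adjusted p = 0.0647 and 0.0749), and *Mcm6* without vehicle replicate 2 or TCDD replicate 4 (adjusted p = 0.0601 and 0.0891) and over 8 pools (adjusted p = 0.0642). Of 32 nuclear genes of oxidative phosphorylation and mitochondrial transport, 5 rose (3 adjusted over the list alone; camera adjusted p = 0.00347, and 0.629 with an estimated correlation), *Mcu*, seen in Fig. 4B beforehand, *Cox5a*, *Atp5c1*, *Uqcrb* and *Atp5a1*, the last named after its value was seen, with log2 fold changes of 0.19 to 0.32 apart from *Mcu*. *Uqcrb* lost the call without any 1 of the 7 pools (adjusted p from 0.0655 to 0.125), and *Atp5c1* without TCDD replicate 4 (adjusted p = 0.0641). Retinoid genes moved both ways: of 17, 3 rose, among them *Adh7* and *Adh1* (log2 fold change 0.97 for *Adh1*), and 3 fell, *Aldh1a1*, which makes retinoic acid (log2 fold change −1.69, adjusted p = 2.58e-07), and the receptor genes *Rara* and *Rarb* (log2 fold changes −0.58 and −0.75), named after their values were seen (camera adjusted p = 0.508).

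Among lists of other cell types, 3 of 5 smooth muscle genes fell (4 adjusted over the list alone; camera adjusted p = 0.0225, and 0.220 with an estimated correlation): *Synpo2*, *Smtn* and *Acta2*, of which *Acta2* (log2 fold change −1.93, adjusted p = 0.00446) did not pass over 8 pools (adjusted p = 0.404). Of 8 neuronal genes, 1 rose and 1 fell (camera adjusted p = 0.563). *Uchl1*, a neuronal ubiquitin hydrolase, rose from 98.6 ± 24.2 CPM (SD, n = 4 pools) to 270.1 ± 46.2 (SD, n = 3; adjusted p = 0.00194), and *Th*, which encodes tyrosine hydroxylase, fell from 6.76 ± 1.02 to 2.78 ± 0.370 CPM (adjusted p = 2.68e-04), a call lost over 8 pools (adjusted p = 0.155). *Tubb3*, of neuronal microtubules, did not pass the test (log2 fold change 0.83, adjusted p = 0.0794), nor did *Calca*, which encodes calcitonin gene-related peptide (log2 fold change 0.35, adjusted p = 0.633), although *Calca* passed without vehicle replicate 4 (adjusted p = 0.0132). For the proteins of *Th*, *Tubb3* and *Calca*, the paper measured stained axons in the stroma next to the epithelium. The values here are mRNA of separated epithelium and do not test those axon densities. Of 14 leukocyte genes, 3 rose, *Cd68*, *Lyz2* and *C1qa* (log2 fold changes 0.81, 1.50 and 0.97; camera adjusted p = 0.0889), and over 8 pools *Cd68* alone did. *C1qa* also lost the call without vehicle replicate 3 or TCDD replicate 2 or 3 (adjusted p = 0.0598, 0.0857 and 0.0857). Of 19 immediate early and stress genes, 5 rose and 2 fell (camera adjusted p = 0.0962). The other tested lists had camera adjusted p-values between 0.0962 and 0.948. Over 8 pools camera called 14 lists too, with immediate early and stress genes (adjusted p = 0.0116, but 0.427 with an estimated correlation) and ribosomal proteins (adjusted p = 0.0126, but 0.665 with an estimated correlation) in place of the cell cycle (adjusted p = 0.0550) and smooth muscle (adjusted p = 0.0770).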
